# NR5A2 connects zygotic genome activation to the first lineage segregation in totipotent embryos

**DOI:** 10.1038/s41422-023-00887-z

**Published:** 2023-11-07

**Authors:** Fangnong Lai, Lijia Li, Xiaoyu Hu, Bofeng Liu, Ziqi Zhu, Ling Liu, Qiang Fan, Huabin Tian, Kai Xu, Xukun Lu, Qing Li, Kong Feng, Lijuan Wang, Zili Lin, Hongyu Deng, Jinsong Li, Wei Xie

**Keywords:** Pluripotency, Transcriptional regulatory elements

## Abstract

Zygotic genome activation (ZGA) marks the beginning of the embryonic program for a totipotent embryo, which gives rise to the inner cell mass (ICM) where pluripotent epiblast arises, and extraembryonic trophectoderm. However, how ZGA is connected to the first lineage segregation in mammalian embryos remains elusive. Here, we investigated the role of nuclear receptor (NR) transcription factors (TFs), whose motifs are highly enriched and accessible from the 2-cell (2C) to 8-cell (8C) stages in mouse embryos. We found that NR5A2, an NR TF strongly induced upon ZGA, was required for this connection. Upon *Nr5a2* knockdown or knockout, embryos developed beyond 2C normally with the zygotic genome largely activated. However, 4–8C-specific gene activation was substantially impaired and *Nr5a2*-deficient embryos subsequently arrested at the morula stage. Genome-wide chromatin binding analysis showed that NR5A2-bound *cis*-regulatory elements in both 2C and 8C embryos are strongly enriched for B1 elements where its binding motif is embedded. NR5A2 was not required for the global opening of its binding sites in 2C embryos but was essential to the opening of its 8C-specific binding sites. These 8C-specific, but not 2C-specific, binding sites are enriched near genes involved in blastocyst and stem cell regulation, and are often bound by master pluripotency TFs in blastocysts and embryonic stem cells (ESCs). Importantly, NR5A2 regulated key pluripotency genes *Nanog* and *Pou5f1/Oct4*, and primitive endoderm regulatory genes including *Gata6* among many early ICM genes, as well as key trophectoderm regulatory genes including *Tead4* and *Gata3* at the 8C stage. By contrast, master pluripotency TFs NANOG, SOX2, and OCT4 targeted both early and late ICM genes in mouse ESCs. Taken together, these data identify NR5A2 as a key regulator in totipotent embryos that bridges ZGA to the first lineage segregation during mouse early development.

## Introduction

Following fertilization, the global transcription of the embryo is initially silenced.^1^ After a few cell cycles, thousands of zygotic transcripts are produced, known as zygotic genome activation (ZGA).^2^ ZGA can be divided into two waves: the minor ZGA and major ZGA, which occur at the middle 1-cell (1C) stage and late 2-cell (2C) stage in mice, respectively.^3^ By the 8-cell (8C) stage, blastomeres could still contribute to all lineages in chimeric mice^4–6^ and were considered as totipotent states in a broad definition.^7^ At the late 8C stage, the mouse embryo starts to compact and further divide, ultimately giving rise to two lineages: inner cell mass (ICM) which includes the founder of pluripotent cells, and trophectoderm (TE), which develops to the extraembryonic layer.^8^ ICM subsequently gives rise to *Nanog*-expressing pluripotent epiblast and *Gata6*-expressing primitive endoderm (PrE) at E4.5.^9^ The epiblast cells are the origin of all future embryonic lineages.^10^ The naïve pluripotency can be captured in vitro through the derivation of embryonic stem cells (ESCs) from ICM. The core pluripotency transcription factors (TFs) NANOG, SOX2 and OCT4 (NSO) cooperatively regulate the intrinsic pluripotency transcription network.^9,11–13^ Besides, ESCs also express “ancillary” pluripotency regulators, such as ESRRB, KLF4, SALL4, and TBX3, which can enhance the pluripotency network.^8^ Despite remarkable progress in understanding the pluripotency regulation, how ZGA is connected to the pluripotency establishment remains elusive to date.

Recently, with the advance of ultra-sensitive chromatin analysis approaches, dramatic reprogramming of chromatin landscapes has been revealed in early mammalian embryos.^2,14^ These chromatin maps also identified putative regulatory elements that exhibit highly dynamic activities in early embryogenesis, which may recruit master TFs to regulate the transcription network. However, the identities of these TFs and how their interactions with *cis*-regulatory elements govern transcription circuitry remain poorly understood. Notably, TFs can be inferred from motifs embedded in regulatory elements identified by assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) or DNase I hypersensitive site sequencing.^15,16^ Interestingly, the motifs of nuclear receptor (NR) family factors such as NR5A2 and RARG are overrepresented in the accessible putative regulatory elements in mouse 2–8C embryos.^17^ NRs are structurally conserved, ligand-dependent TFs, with diverse functions in cell proliferation, metabolism, stem cell pluripotency, and homeostasis.^18^ For example, RARG was shown to participate in the 2C-like-cell program,^19^ although its deficiency alone was compatible with mouse early development likely due to redundancy from the RAR family.^20,21^ NR5A2 was suggested to bind phosphatidyl inositol, although murine NR5A2 appears to have lost the ligand binding ability and becomes ligand-independent during evolution.^22^ NR5A2 is also closely linked to pluripotency regulation. *Nr5a2* is essential for early embryogenesis and regulates the expression of *Pou5f1* in the epiblast.^22–24^ In mouse ESCs (mESCs), NR5A2 is regulated by canonical Wnt/β-Catenin signaling and in turn directly controls pluripotency genes *Oct4*, *Nanog*, and *Tbx3*.^25^ Furthermore, NR5A2 can induce epiblast stem cell into ground-state pluripotency,^26^ and replace OCT4 in iPSC reprogramming.^24^ ESRRB and NR5A2 cooperatively play essential roles as auxiliary factors of OCT4 and SOX2 for the core-pluripotent network in mESCs.^27^ These studies underscore the potential roles of NR TFs in early development and pluripotency regulation. However, how these TFs interact with chromatin and govern transcription circuitry in vivo remains poorly understood.

Here, we screened for NR TFs that may potentially function in early embryos after ZGA and identified NR5A2 as a critical regulator for mouse early development. Knockdown (KD) or knockout (KO) of *Nr5a2* impaired the activation of 4–8C genes and led to embryonic arrest around the morula stage. Using CUT&RUN, we profiled NR5A2 chromatin occupancy at the 2C and 8C stages, and revealed that NR5A2 directly activated 4–8C gene programs including a set of key pluripotency genes. Furthermore, it opened a set of regions specifically activated at the 8C stage and bound by master pluripotency TFs such as NSO in blastocyst or mESC. These data suggest that NR5A2 plays a critical role in regulating early embryo development by connecting ZGA to the first lineage specification program.

## Results

### NR TFs regulate mouse early development

To identify putative key TFs functioning between ZGA and the first lineage segregation in mouse early development, we firstly investigated the regulatory elements from our previous ATAC-seq data,^17,28^ which showed strong enrichment of motifs of NR TFs, including NR5A2 and RARG, from the 2–8C stages (Fig. 1a). Consistently, these two TFs were highly activated upon ZGA but their expression declined after the 8C stage (Fig. 1b, right). As a comparison, pluripotency TFs NSO’s motifs were enriched in ICMs and mESCs, paralleled by their expression dynamics (Fig. 1a). NR5A2 protein was undetectable in oocytes under our condition, consistent with its weak transcription levels, but was strongly induced at the 2C stage using immunofluorescence (Supplementary information, Fig. S1a). Given that NR family members often share similar motif sequences (Fig. 1b, left),^29^ we asked whether the NR family TFs may play redundant roles during early development. RNA-sequencing (RNA-seq) analysis showed that two additional NR family TFs *Nr1h3* and *Nr2c2* were also highly expressed from 2–8C, and exhibited similar binding motifs (Fig. 1b). Therefore, we first performed quadruple knockdown (4KD) against these four NR factors by injecting combined siRNAs into zygotes (Supplementary information, Fig. S1b, left). 

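RNA was sequenced by Smart-seq2, a full-length protocol for small numbers of cells, from pools of embryos that had been injected with the combined siRNAs (4KD) or with a negative control siRNA (NC). Each group had 2 libraries at the 4C stage and 2 at the 8C stage. The authors mapped the paired-end reads to mm9 with TopHat and deposited the FPKM that Cufflinks gave for each gene, without read counts, so the number of reads behind each value is unknown. The FPKM summed to between 393400 and 556462 per library, and 8606 to 8860 genes reached an FPKM of 1. A relative depth was read from the spacing of the FPKM values under 0.5, which narrows as reads are added. On this scale, where the median of all 92 libraries is 1, the 8 libraries lay between 0.362 and 0.747. Genes with a mean FPKM of at least 1 in at least 1 group were kept (10476 genes), a pseudocount of 1 was added, and the log2 values of the 8 libraries were fitted together with limma, with a trend of the variance on expression and Benjamini-Hochberg adjustment. A gene was counted as changed at an adjusted p under 0.01 and a log2 fold change of at least 2 in size, the limits that the methods give for the authors' own test with edgeR. That test starts from read counts and could not be repeated from FPKM. An exact permutation test of 1 value with 2 libraries in each group cannot go below p = 0.333 (two-sided), so the tests rest on the spread shared across genes. Across genes, NC and 4KD libraries with the same replicate number deviated from their groups alike (r = 0.353 at 4C and 0.346 at 8C). A fit with the replicate number as a block was run beside the one described. This block gave a replicate number the same term at both stages, while the likeness was measured only within a stage. The block therefore does not fully account for the pairing.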

Remarkably, the 4KD embryos developed to 8C at a lower rate and barely developed to blastocysts, with most embryos arrested at the morula stage (Supplementary information, Fig. S1b, middle and right). 

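*Nr5a2*, on chromosome 1 of mm9 from 138740161 to 138857004, was at 29.2 ± 3.44 FPKM in 4C NC embryos and at 10.8 ± 9.67 FPKM in 4C 4KD embryos (SD, n = 2 libraries per group here and in what follows). At the same stage *Rarg* (chromosome 15, 102065369 to 102087948) went from 11.7 ± 6.34 to 5.70 ± 0.356 FPKM, *Nr1h3* (chromosome 2, 91024218 to 91042991) from 18.7 ± 5.16 to 4.98 ± 4.77 FPKM and *Nr2c2* (chromosome 6, 92041384 to 92123051) from 14.7 ± 0.386 to 3.13 ± 1.46 FPKM. The log2 fold changes of these 4 genes at 4C were -1.65, -0.83, -1.97 and -1.98, in that order. In 8C embryos *Nr5a2* went from 28.7 ± 2.3 to 5.40 ± 2.13 FPKM, *Rarg* from 12.2 ± 6.96 to 4.34 ± 0.0951 FPKM, *Nr1h3* from 12.9 ± 3.22 to 1.28 ± 0.241 FPKM and *Nr2c2* from 5.46 ± 1.76 to 1.13 ± 0.609 FPKM. The corresponding log2 fold changes were -2.25, -1.20, -2.59 and -1.60. Each 4KD library lay below each NC library for all 4 genes at both stages. No adjusted p from limma was under 0.05 for these genes (0.705 to 0.909 at 4C and 0.299 to 0.684 at 8C). In the fits that left out 1 library the log2 fold change at 4C lay between -2.60 and -0.69 for *Nr5a2*, between -1.36 and -0.30 for *Rarg*, between -2.89 and -1.05 for *Nr1h3* and between -2.34 and -1.61 for *Nr2c2*. At 8C it lay between -2.60 and -1.91, between -1.77 and -0.64, between -2.83 and -2.35 and between -1.90 and -1.31, in the same order.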

RNA-seq confirmed the KD efficiency of these NR TFs at the 4C and 8C stages (Supplementary information, Fig. S1c). In particular, 4C-specifically activated genes and 8C-specifically activated genes (Materials and Methods; Supplementary information, Tables S1 and S2) were substantially downregulated upon KD of the 4 NR TFs (Supplementary information, Fig. S1d). 

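The paper's list of genes activated specifically at the 4C or the 8C stage (Table S1) was defined on reference embryos and has 60 genes that the files also list. In 4C 4KD embryos the median log2 fold change of these genes was -0.33, with 40 genes lower and 20 higher, and at 8C it was -0.39, with 38 lower and 22 higher. With each gene centred on its mean over the libraries, a library's median varied within its group by an SD of 0.325 across this experiment. With only the 2 groups of a comparison in the fit, this SD was 0.561 at 4C and 0.048 at 8C. The median of all genes tested was -0.004 at 4C and 0 at 8C. Against the other genes of the fit, limma's camera with a preset correlation of 0.01 gave an adjusted p of 0.0192 at 4C and 0.0075 at 8C (two-sided, adjusted over 23 list tests). Neither call held under fry (0.437 and 0.331) or with the correlation between genes estimated from the data (0.415 at both stages), and over all alternatives the adjusted p ranged from 0.0101 to 0.437 at 4C and from 0.00278 to 0.415 at 8C. These 2 tests were not combined with the replicate block, although libraries with the same number deviated alike. Without 4C NC replicate 1 the 4C median was 0.054, and without 4C NC replicate 2 it was -0.69. Over 843 genes of Table S1, 4C NC replicate 1 was closer to the 8C reference (r = 0.885) than to 4C (0.786). For 4C NC replicate 2 these values were 0.816 and 0.843. They were 0.799 and 0.782 for 4C 4KD replicate 1, and 0.842 and 0.828 for replicate 2. The 4-8C genes are among those 843, so a stage difference between the pools is not separated from the shift. At 8C the median was -0.17 without 8C NC replicate 1. With the pseudocount lowered to 0.1 the 4C median was -0.66, and with only genes at a mean FPKM of at least 5 the 8C median was -0.53. That stricter filter took the adjusted p at 4C to 0.0537. Adjusted over the list alone, 1 gene at 4C and 5 genes at 8C had an adjusted p under 0.05. With the replicate number as a block shared by both stages these were 3 and 5 genes. Over all 10476 genes tested, 0 genes were changed at 4C (610 at an unadjusted p under 0.05) and 0 at 8C (784 at an unadjusted p under 0.05). The paper's Table S2, whose FPKM are those of these libraries, names 168 genes at 4C and 280 lower and 173 higher genes at 8C, and each of them moved in the table's direction here. From the lower level of the 4C and 8C genes and the arrest of the embryos, the paper concludes that NR factors have important roles in development and transcription at these stages.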

Taken together, these data indicate that NR family TFs play important roles in early development and transcription regulation at the 4–8C stages.

**Fig. 1:**
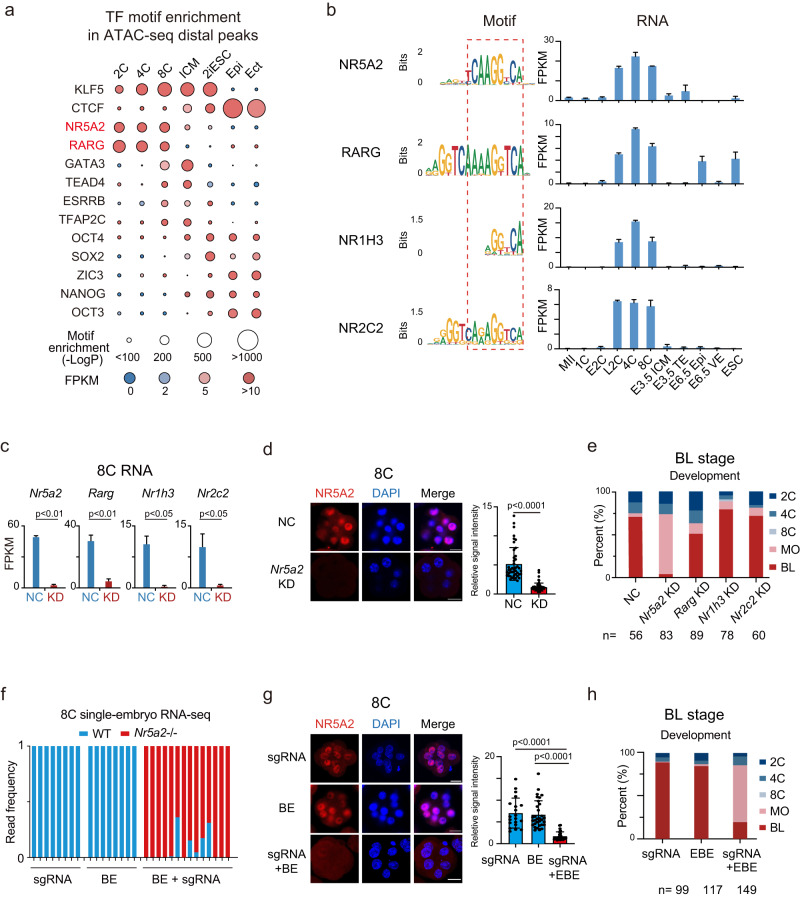
Both KD and KO of *Nr5a2* led to morula arrest. **a** TF motifs identified from distal ATAC-seq peaks^17,28^ in mouse early embryos. Sizes of circles indicate the –Log*P* value. Expression levels of TFs are color-coded. Epi, E6.5 Epiblast; Ect, E7.5 ectoderm. **b** Sequence logos of the binding motifs of NR5A2, RARG, NR1H3, and NR2C2 (left), and RNA expression (FPKM) of *Nr5a2*, *Rarg*, *Nr1h3*, and *Nr2c2* (right). VE, visceral endoderm. The error bars denote the standard deviations of two biological replicates of RNA-seq. **c** Bar charts showing the expression of *Nr5a2*, *Rarg*, *Nr1h3*, and *Nr2c2* in the negative control (NC) group (injected with negative control siRNA) and siRNA targeting group based on RNA-seq. The error bars denote the standard deviations of two biological replicates of RNA-seq. **d** Immunofluorescence of NR5A2 (red) and DAPI (blue) in mouse 8C embryos after KD of *Nr5a2* (left). Scale bars: 20 μm. Quantification of NR5A2 signal intensity (relative to DAPI) and *P v*alues (*t*-test, two-sided) are shown (right, *n* = 12–13 embryos). Each dot represents a single blastomere. **e** Bar plots showing the developmental rates of NC group, *Nr5a2* KD group, *Rarg* KD group, *Nr1h3* KD group, and *Nr2c2* KD group at the blastocyst stage (E4.5). MO, morula; BL, blastocyst. **f** Bar charts showing the percentage of WT *Nr5a2* (blue) and base-edited *Nr5a2* (red) reads from RNA-seq at the 8C stage after injection of *Nr5a2* sgRNA only, base-editor (BE) mRNA only, and both sgRNA and BE mRNA. Each bar represents a single embryo. **g** Immunofluorescence of NR5A2 (red) and DAPI (blue) in mouse 8C embryos after injection of sgRNA only, BE mRNA only, and both sgRNA and BE mRNA (left). Scales bars: 20 μm. Quantification of NR5A2 signal intensity (relative to DAPI) and *P v*alues (*t*-test, two-sided) are shown (right, *n* = 6–8 embryos). Each dot represents a single blastomere. **h** Bar plots showing the developmental rates at the blastocyst stage (E4.5) after injection of sgRNA only, BE mRNA only, and both sgRNA and BE mRNA.

### KD or KO of *Nr5a2* leads to developmental arrest at the morula stage

To ask which NR TF plays a more critical role in early development, we removed each one of the 4 siRNAs in the combined siRNAs and evaluated the developmental rates at E4.5 (blastocyst) (Supplementary information, Fig. S2a, b). 

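The embryos that received 3 of the 4 siRNAs (3KD) were sequenced at the 8C stage in the same way, with 2 pools for each of the 4 combinations and 2 NC pools. The FPKM of a library summed to between 384329 and 543248, with 8233 to 8981 genes at an FPKM of 1 or more and a relative depth of 0.934 to 1.31. The 10 libraries were fitted together with the filter, pseudocount and tests used for the 4KD embryos. Libraries with the same replicate number deviated from their groups alike in every pair of groups (r = 0.278 to 0.513 across genes, median 0.334, 10 pairs). The 2 libraries of a group correlated at r = 0.937 to 0.949 over 17688 genes. *Nr5a2* was at 37.0 ± 9.21 FPKM in NC embryos and at 38.5 ± 9.45 FPKM in embryos without *Nr5a2* siRNA (SD, n = 2 libraries per group). It was at 4.51 FPKM on average without *Rarg* siRNA, at 6.69 FPKM without *Nr1h3* siRNA and at 7.35 FPKM without *Nr2c2* siRNA. The log2 fold changes of *Nr5a2* against NC were 0.057 in the group that lacked its siRNA and -2.77, -2.38 and -2.18 in the other 3, with adjusted p from limma of 0.134, 0.263 and 0.231 for these 3. Over the alternatives for *Nr5a2* without *Rarg* siRNA the adjusted p ranged from 0.0211, with the replicate block, to 0.166. The value of 0.057 turned to -0.13 with median-ratio scaling and to -0.12 with quantile normalization, and it was -0.19 without the first library of that group.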

Remarkably, when knocking down these 4 NR TFs, leaving out the siRNA targeting *Nr5a2*, but not *Nr1h3* or *Nr2c2*, substantially “rescued” the morula arrest phenotype of the 4KD embryos (Supplementary information, Fig. S2c). Leaving out *Rarg* siRNA had a moderate “rescue” effect (Supplementary information, Fig. S2c). Consistently, leaving out *Nr5a2* siRNA also restored normal 4C and 8C transcriptional programs (Supplementary information, Fig. S2d), indicating that NR5A2 is the main TF responsible for the 4KD phenotype. 

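Among the 60 genes activated at 4C or 8C, the median log2 fold change against NC was 0.19 in 8C 3KD embryos that lacked *Nr5a2* siRNA, with 22 genes lower and 38 higher. It was -0.27 without *Rarg* siRNA, with 40 genes lower, -0.25 without *Nr1h3* siRNA, with 35 lower, and -0.38 without *Nr2c2* siRNA, with 38 lower. With each gene centred on its mean over the libraries, a library's median varied within its group by an SD of 0.092. Without centring the medians of the 2 NC libraries were 2.78 and 3.33, further apart than the shift in any of the 4 groups. The median of all genes tested was between 0.106 and 0.127 in these 4 comparisons. Camera gave an adjusted p of 0.521 without *Nr5a2* siRNA, and of 2.28e-05, 0.00273 and 0.000248 without *Rarg*, *Nr1h3* and *Nr2c2* siRNA. The calls without *Rarg* and without *Nr2c2* siRNA held under fry (0.0217 and 0.0218) and with the estimated correlation (0.0427 for both). The call without *Nr1h3* siRNA held with the estimated correlation (0.0492) and not under fry (0.0814). Here too these 2 tests were not combined with the replicate block. Adjusted over the list alone, 0 genes without *Nr5a2* siRNA and 4, 5 and 7 genes in the other groups had an adjusted p under 0.05. With the replicate number as a block these were 0, 18, 12 and 12 genes, of which 2 without *Rarg* siRNA, 0 without *Nr1h3* siRNA and 1 without *Nr2c2* siRNA were past the methods' limits over all genes. The difference itself was tested between the group without *Nr5a2* siRNA and the mean of the other 3 groups, which uses no NC library. The 4-8C genes were higher by a median of 0.39 on the log2 scale, with 35 genes higher and 25 lower (adjusted p = 0.0011 from camera, 0.02 under fry and 0.0427 with the estimated correlation). Some medians rest on 1 library. Without NC replicate 1 the group lacking *Nr5a2* siRNA was at -0.061. The group lacking *Nr1h3* siRNA was at -0.12 without its replicate 1, and the group lacking *Nr2c2* siRNA at -0.13 without its replicate 2. The group lacking *Rarg* siRNA was between -0.49 and -0.40 in the fits that left out 1 library. From the level in the group lacking *Nr5a2* siRNA and the rescued arrest, the paper concludes that NR5A2 is the main factor behind the 4KD phenotype.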

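Embryos injected with the siRNAs against *Nr5a2*, *Rarg*, *Nr1h3* or *Nr2c2* alone were sequenced at 8C as 2 pools per group, with 2 NC pools of their own. The FPKM summed to between 443773 and 498600 in the NC libraries and to between 401251 and 477053 in the KD libraries, and 8107 to 9511 genes had an FPKM of at least 1. Relative depth was 0.632 to 1.16, with 0.668 and 0.932 in the *Nr5a2* KD libraries and 0.814 and 1.16 in the NC libraries. The 10 libraries were fitted together as before (10163 genes). The replicate numbers did not pair these libraries (r = -0.04 to 0.141 across genes, median 0.065, 10 pairs of groups). In the group injected against it, *Nr5a2* was at 11.2 ± 2.21 FPKM, against 49.5 ± 1.00 FPKM in NC (SD, n = 2 libraries per group). *Rarg* was at 4.56 ± 1.30 against 30.5 ± 3.56 FPKM, *Nr1h3* at 0.394 ± 0.217 against 10.7 ± 1.89 FPKM and *Nr2c2* at 0.700 ± 0.153 against 9.99 ± 3.08 FPKM. The log2 fold changes were -2.06 (standard error 0.35) for *Nr5a2*, -2.52 (0.385) for *Rarg*, -3.06 (0.487) for *Nr1h3* and -2.67 (0.382) for *Nr2c2*. Their adjusted p from limma were 0.0115, 0.116, 0.157 and 0.0359. Over the alternatives the adjusted p ranged from 0.00938 to 0.0229 for *Nr5a2*, from 0.0167 to 0.272 for *Rarg*, from 0.105 to 0.213 for *Nr1h3* and from 0.0228 to 0.132 for *Nr2c2*. Every KD library lay below both NC libraries for its own target. With each library left out in turn, *Nr5a2* stayed between -2.25 and -1.88. In the *Nr1h3* KD embryos *Rarg* was also lower, at 12.6 FPKM on average, with a log2 fold change of -1.21 (unadjusted p = 0.00916, adjusted p = 1 from limma).

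**Figure D1:**
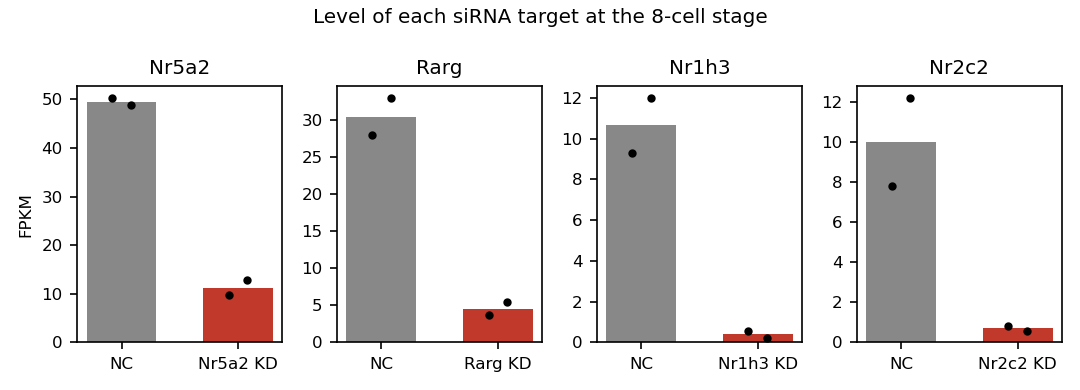
FPKM of each target gene in its own 8C single KD group and in NC embryos, 1 panel per gene with its own FPKM axis starting at 0. Points are libraries (2 per group) and bars are means. *Nr5a2* has a mean of 49.5 FPKM in NC and 11.2 FPKM in KD.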

To further confirm this result, we performed a single KD for each of the 4 NR TFs (Fig. 1c). Indeed, knocking down *Nr5a2* alone recapitulated the transcription defects and morula arrest phenotype in 4KD embryos (Fig. 1d, e; Supplementary information, Fig. S2e–g). 

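Table S2 names 280 genes as lower and 173 as higher in 8C 4KD embryos, chosen by the authors on other libraries than the single KD ones. In *Nr5a2* KD embryos 277 of the 280 were lower than in NC, with a median log2 fold change of -1.71, and 158 of the 173 were higher, with a median of 0.94. A library's median over these lists varied within its group by an SD of 0.188 and 0.294. The adjusted p from camera were 4.74e-58 and 8.34e-33. Under fry they were 0.00492 for the lower genes and 0.068 for the higher genes, and with the estimated correlation 0.0427 and 0.087. Adjusted over the list alone, 219 of the lower and 41 of the higher genes had an adjusted p under 0.05, and 53 and 2 of them were among the genes counted as changed over all genes tested. With each library left out in turn the medians stayed between -1.84 and -1.57 and between 0.72 and 1.16. The same lists moved less in the other single KD embryos. The median of the lower genes was -0.30 in *Rarg* KD, with 218 of 280 lower, -0.21 in *Nr1h3* KD, with 184 lower, and -0.45 in *Nr2c2* KD, with 242 lower. The median of the higher genes was 0.24 in *Rarg* KD, with 117 of 173 higher, 0.21 in *Nr1h3* KD, with 112 higher, and -0.083 in *Nr2c2* KD, with 77 higher. These 6 shifts had an adjusted p from camera between 1.96e-06 and 0.00684, and none was under 0.05 under fry or with the estimated correlation. All genes tested had a median of -0.22 in *Nr5a2* KD, -0.079 in *Rarg* KD, 0.003 in *Nr1h3* KD and -0.24 in *Nr2c2* KD. In *Rarg* KD the lower genes were at -0.052 without *Rarg* KD replicate 1 and the higher genes at -0.028 without *Rarg* KD replicate 2. In *Nr2c2* KD the higher genes were at 0.26 without *Nr2c2* KD replicate 2, at 0.22 with median-ratio scaling and at 0.22 with quantile normalization. In *Nr1h3* KD the higher genes were at 0.088 without *Nr1h3* KD replicate 1. A test of the difference between the single KD groups was not made for these lists.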

Knocking down *Rarg* led to a milder developmental defect, while depletion of *Nr1h3* or *Nr2c2* had negligible effects in preimplantation development (Fig. 1e). 

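For base editing, zygotes were injected with mRNA of a cytosine base editor (BE) and an sgRNA against *Nr5a2*, each at 100 ng/μL, or with either one alone as a control. Single embryos were sequenced by the same protocol and the authors made FPKM in the same way. At each of the 2C and the 8C stage there are 8 BE embryos, 8 sgRNA embryos and 14 BE + sgRNA embryos. At 8C the FPKM summed to 413397 to 474480 (median 446684) in BE embryos, to 207918 to 466564 (median 348136) in sgRNA embryos and to 83392 to 470217 (median 419414) in BE + sgRNA embryos. At 2C the sums were 197633 to 375454 (median 281638), 150877 to 326026 (median 230925) and 166260 to 334342 (median 283578). Relative depth was 0.535 to 1.52 at 8C and 0.7 to 1.19 at 2C. The BE + sgRNA group was compared with the mean of the 2 control groups at each stage, over 9760 genes at 8C and 12420 at 2C. The controls themselves differed in 0 genes at 8C (775 at an unadjusted p under 0.05) and in 0 genes at 2C (984 at an unadjusted p under 0.05). The column names of the values give BE4 for some libraries and eBE for others, and the numbers of the libraries fall into 2 runs to match, while the methods name hA3A-eBE-Y130F. Among the 8C libraries, 14 belong to the eBE run and 14 to the BE4 run, and at 2C there are 17 and 12. The runs differed in 22 genes at 8C, all lower in BE4 libraries (4514 of 9473 genes at an unadjusted p under 0.05), and in 0 genes at 2C (2047 of 11898). Column names of 3 libraries, 2C sgRNA replicate 8 and 8C BE + sgRNA replicates 13 and 14, give the 4-cell stage. These 3 were kept under the stage of their sample label, and comparisons without them, with the run as a term and within each run were added after the data had been seen. The shares of edited reads in Fig. 1f need the reads and were not analysed here.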

To rule out possible off-target effects of *Nr5a2* KD, we attempted to mutate *Nr5a2* via base editing in embryos (Supplementary information, Fig. S3a).^30^ The mutation of *Nr5a2* mRNA and the depletion of protein was confirmed by RNA-seq and immunofluorescence, respectively, at the 8C stage (Fig. 1f, g). Consistently, these mutant embryos largely arrested at the morula stage (Fig. 1h; Supplementary information, Fig. S3b), thus phenocopying the *Nr5a2* KD embryos. Taken together, these results suggest that among the four NR TFs activated upon ZGA, NR5A2 is the dominant factor in regulating early development and transcription.

### NR5A2 is largely dispensable for global ZGA but is required for the 4–8C gene program

We then asked how these NR factors including NR5A2 regulate transcription programs in early development. Knocking down *Nr5a2* led to the strongest transcription changes among the 4 NR TFs (Supplmentary information, Fig. S4a), with 976 downregulated and 806 upregulated genes (Fig. 2a; Supplmentary information, Table S3). Furthermore, only *Nr5a2* KD recapitulated the failed activation of 4–8C genes (Fig. 2b). By contrast, the gene dysregulation at the 2C stage was much weaker compared to that at 8C (Fig. 2a, b; Supplementary information, Table S4), with 128 genes downregulated and 115 genes upregulated. 

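In *Nr5a2* KD 8C embryos 70 of 10163 genes were changed, 68 of them lower and 2 higher than in NC. In *Rarg*, *Nr1h3* and *Nr2c2* KD embryos 0 genes were (382, 297 and 426 at an unadjusted p under 0.05, against 1835 in *Nr5a2* KD). At an adjusted p under 0.05 without a limit on the fold change there were 279 genes in *Nr5a2* KD and 1, 1 and 8 in the other groups. At the same limits the count in *Nr5a2* KD was 0 when every gene with any signal was kept and 112 at a mean FPKM of at least 5. With the limits drawn in Fig. S4a, an unadjusted p under 0.05 and a log2 fold change of 1, 1569 genes were changed in *Nr5a2* KD, 355 higher and 1214 lower, against 320 in *Rarg* KD, 233 in *Nr1h3* KD and 320 in *Nr2c2* KD. Of the 604 genes that the paper's Table S3 gives as lower and the 474 it gives as higher in *Nr5a2* KD, all moved in the table's direction, and 49 and 2 were among the 70. The FPKM in that table are those of these libraries, so the shared direction is not an independent check. In simulated data with the spread of these libraries, 156 of 200 genes with a log2 fold change of 3 were recovered. All of these 200 had a mean log2(FPKM + 1) above 3. The 5 largest changes among genes at a mean of 5 FPKM or more were all decreases. *Khdc3* was at 292.2 ± 39.8 FPKM in NC and 2.41 ± 0.379 FPKM in KD (SD, n = 2 libraries per group), a log2 fold change of -6.43 (standard error 0.46, adjusted p = 0.000146 from limma). *Prl3b1*, on chromosome 13 from 27334299 to 27341548, changed by -5.67 (standard error 0.462, adjusted p = 0.000296 from limma) and *Psme1*, on chromosome 14 from 56196960 to 56200366, by -5.44 (standard error 0.605, adjusted p = 0.00243 from limma). *Akr1b8*, on chromosome 6 from 34304119 to 34318463, was at 30.4 ± 18.1 FPKM in NC and listed at 0 in both KD libraries. The fifth, *Id3*, is 1 of the genes that the paper names. The symbols of the files hold 26 genes that begin with Prl, 5 with Psme, 4 with Khdc and 4 with Akr1b, and how Cufflinks divided reads between related genes is not known from FPKM.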

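The median log2 fold change of the 60 4-8C genes was -0.99 in *Nr5a2* KD embryos, with 46 genes lower and 14 higher. It was -0.28 in *Rarg* KD, with 38 lower, -0.30 in *Nr1h3* KD, with 39 lower, and -0.49 in *Nr2c2* KD, with 46 lower. The SD of a library's median within its group was 0.23 with each gene centred on its mean. Relative to the median of all genes, the shifts were smaller in *Nr5a2*, *Rarg* and *Nr2c2* KD, where that median was itself negative (-0.22, -0.079 and -0.24). Camera gave an adjusted p of 4.11e-05 for *Nr5a2*, 0.189 for *Rarg*, 0.0164 for *Nr1h3* and 0.352 for *Nr2c2* KD. The call for *Nr5a2* KD held under fry (0.0217) and not with the estimated correlation (0.258), and that for *Nr1h3* KD held under neither (0.472 and 0.415). Over all alternatives the adjusted p ranged from 1.3e-06 to 0.258 for *Nr5a2* KD and from 0.00947 to 0.472 for *Nr1h3* KD. Adjusted over the list alone, 17 of the 60 genes had an adjusted p under 0.05 in *Nr5a2* KD and 0 in each of the other groups, and 5 of the 17 were among the changed genes. In the test of the difference itself, *Nr5a2* KD against the mean of the other 3 KD groups, the list was lower by a median of -0.60, with 45 genes lower and 15 higher (adjusted p = 0.00026 from camera, 0.0218 under fry and 0.308 with the estimated correlation). With each library left out, the median in *Nr5a2* KD stayed between -0.97 and -0.79. It was 0.016 in *Rarg* KD without *Rarg* KD replicate 1, -0.075 in *Nr1h3* KD without *Nr1h3* KD replicate 2 and -0.17 in *Nr2c2* KD without *Nr2c2* KD replicate 1. From the level of these genes in the 4 groups, the paper states that only *Nr5a2* KD led to the failed activation seen in 4KD embryos.

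**Figure D2:**
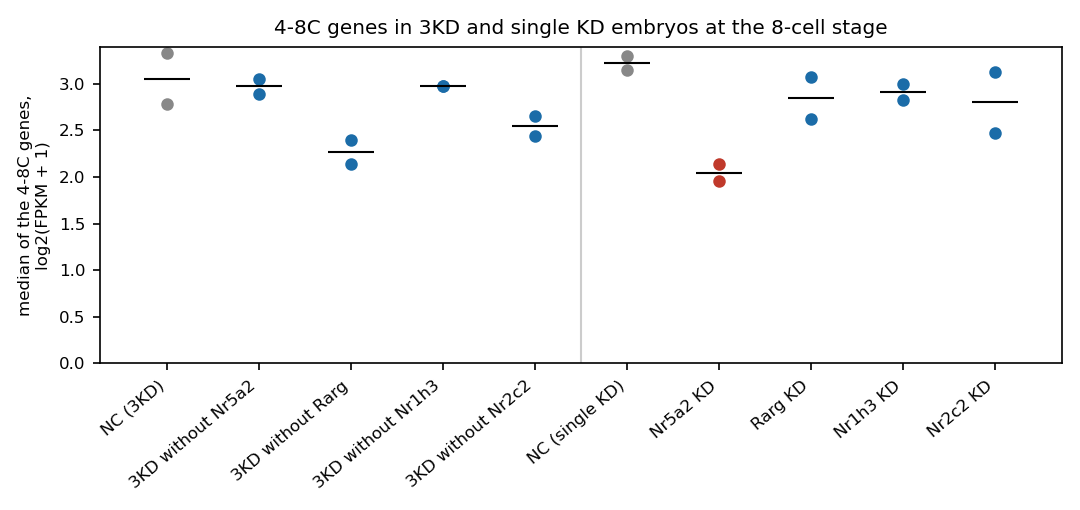
Median log2(FPKM + 1) of the 60 4-8C genes in each 8C library of the 3KD and the single KD experiments, with 2 points per group and a line at the group mean. The *Nr5a2* KD libraries are at 2.14 and 1.96 and their NC libraries at 3.14 and 3.3.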

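At the 2C stage NC and *Nr5a2* KD embryos were sequenced as 2 pools each. By the column names, NC replicate 1 carries a library number of another series than the other 3 libraries, so a difference between series and the spread between the 2 NC libraries are not separated. The sample labels give 20 μM of siRNA per gene for the 2C KD libraries and Table S7 gives 5 μM, while both give 5 μM for the *Nr5a2* KD libraries at 8C. For the 2C NC libraries the labels give 20 μM and Table S7 gives 5 μM. The methods give each KD group 1.67 μM per siRNA, with 3 siRNAs per gene, and NC 20 μM, and name no stage. For the 8C NC libraries of the single KD and 3KD experiments, labels and Table S7 give 5 and 15 μM instead. By the methods and Table S7 the KD doses at 2C and 8C were the same, by the labels they were not. Which source holds is not known, so whether the doses at 2C and 8C were the same stays open. The FPKM summed to 265390 and 303407 in the NC libraries and to 318230 and 326319 in the KD libraries, with 10426 and 10600 genes at an FPKM of at least 1 in NC and 11062 and 11179 in KD. Relative depth was 0.563 and 0.747 in NC and 0.848 and 1.06 in KD. The NC libraries therefore list fewer genes and are shallower than the KD libraries. The replicate numbers did not pair them (r = 0.004 across genes). Of 11958 genes, 2 were changed, and 558 had an unadjusted p under 0.05. *Snora78* (chromosome 17, 24856621 to 24856748), a small nucleolar RNA, was at 1652 ± 31.1 FPKM in NC (SD, n = 2 libraries) and listed at 0 in both KD libraries. *Defa4* was listed at 0 in both NC libraries and at 483.6 ± 19.6 FPKM in KD (SD, n = 2 libraries). With the limits drawn in Fig. S4a, 527 genes were changed, and in simulated data at this design those limits recovered 183 of 200 genes with a log2 fold change of 3 and called 387 others, while the limits of the methods recovered 0 of the 200. A difference between the stages in the effect of the KD was not tested. The median log2 fold change of all genes was 0.23, toward the deeper KD libraries.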

A similar observation was made for *Nr5a2* BE KO embryos (Fig. 2c), consistent with the observations that after *Nr5a2* KD or BE KO, embryos progressed beyond 2C normally (Supplementary information, Figs. S2g and S3b). 

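In 8C BE + sgRNA embryos the median log2 fold change of the 4-8C genes against the controls was -0.20 over 59 genes, with 36 lower and 23 higher. A single embryo's median varied within its group by an SD of 0.586, so the shift is smaller than the spread between embryos. Camera gave an adjusted p of 0.00152, which held neither under fry (0.471) nor with the estimated correlation (0.415), and over all alternatives it ranged from 0.00037 to 0.588. Against the BE group alone the median was -0.30, with 44 genes lower and 15 higher (adjusted p = 0.0185), and against the sgRNA group alone it was -0.011, with 30 lower and 29 higher (adjusted p = 0.000878), where the median of all genes was -0.14 and 0.18. With the 2 runs of library numbers as a term in the fit, which has a level of its own for the libraries with a 4-cell column name, the median was -0.067 (adjusted p = 0.438), and within the eBE run it was -0.024 (0.276) and within the BE4 run -0.22 (0.578). Without the 2 libraries whose column names give the 4-cell stage it was -0.072 (0.337). With the replicate number as a block it was 0.002 (0.588). That block has little basis here, since embryos with the same number did not deviate alike (median r = 0.012, against -0.015 for other pairs). In addition, BE + sgRNA replicates 9 to 14 have no control with their number. Adjusted over the list alone, 2 genes had an adjusted p under 0.05. Over all genes, 0 were changed at 8C (1058 of 9760 at an unadjusted p under 0.05) and 0 at 2C (1444 of 12420 at an unadjusted p under 0.05). The difference between the stages in the effect of editing, tested as such over 12991 genes, was past the limits in 0 genes (1258 at an unadjusted p under 0.05). Of the 68 genes lower in *Nr5a2* KD at 8C, 64 were also lower in 8C BE + sgRNA embryos, with a median log2 fold change of -0.57. Random lists of genes with like expression had 58.6% of genes lower on average, and 0 of 10000 such lists reached 94.1%. Such lists do not include the spread between embryos. In 3 of 100 regroupings of the 8C embryos, the real one included, the median shift was as large. Without BE + sgRNA replicate 8 the median was -0.37, with 89.7% of the 68 lower. With the run as a term 92.6% of the 68 were lower, within the eBE run 88.2% and within the BE4 run 89.7%. Of all genes, 55.7%, 44.2% and 64.7% were lower in these fits. At 2C, 34 of 65 of these genes (52.3%) were lower, with a median of -0.068, where random lists had 40.8% lower on average and 294 of 10000 lists reached this share. With median-ratio scaling 45 of 65 (69.2%) were lower at 2C, with the run as a term 32 of 65 (49.2%). Within the eBE run 23 of 62 (37.1%) were lower and within the BE4 run 34 of 60 (56.7%). The share of all genes lower moved too, from 43.6% to 56.5%, 39.7%, 38.6% and 56% in these settings. The paper relates the weaker dysregulation that it reports at 2C to the normal progress of KD and BE KO embryos beyond this stage.

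**Figure D3:**
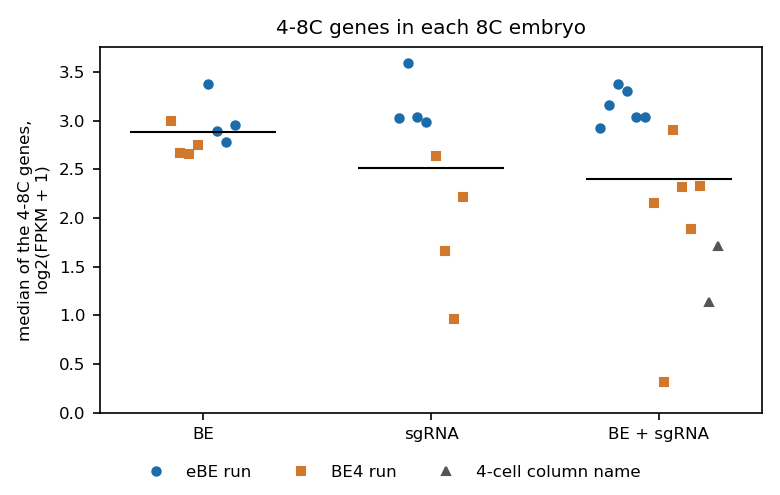
Median log2(FPKM + 1) of the 4-8C genes in each single 8C embryo by group, coloured by the run of library numbers that its library belongs to. Each point is 1 embryo; BE + sgRNA replicate 8 is the lowest at 0.32, and sgRNA replicate 7 is at 0.97.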

We confirmed the depletion or mutation of *Nr5a2* mRNA and protein at this stage (Fig. 2d, e). 

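In 2C embryos *Nr5a2* was at 21.9 ± 3.46 FPKM in NC and at 4.43 ± 2.41 FPKM in KD (SD, n = 2 libraries per group). The log2 fold change was -2.14 (standard error 0.486, adjusted p = 0.89 from limma), with both KD libraries below both NC libraries, and it stayed between -2.61 and -1.67 with each library left out. In single 2C embryos it was at 26.9 ± 14.2 FPKM after injection of BE and sgRNA (SD, n = 14), at 27.3 ± 22.8 FPKM with BE alone (SD, n = 8) and at 19.5 ± 22.7 FPKM with sgRNA alone (SD, n = 8). The log2 fold change of BE + sgRNA against the controls was 0.41 (standard error 0.434, adjusted p = 0.732 from limma; permutation test, p = 0.378, two-sided, 100000 permutations). At 8C the levels were 52.1 ± 21.4 FPKM (SD, n = 14), 50.0 ± 16.1 FPKM (SD, n = 8) and 42.4 ± 20.5 FPKM (SD, n = 8), with a log2 fold change of 0.21 (standard error 0.247, adjusted p = 0.831 from limma; permutation test, p = 0.416). A difference in the level of the transcript after editing was thus not detectable among these embryos. The FPKM count edited and unedited transcripts alike and do not show the mutation.

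**Figure D4:**
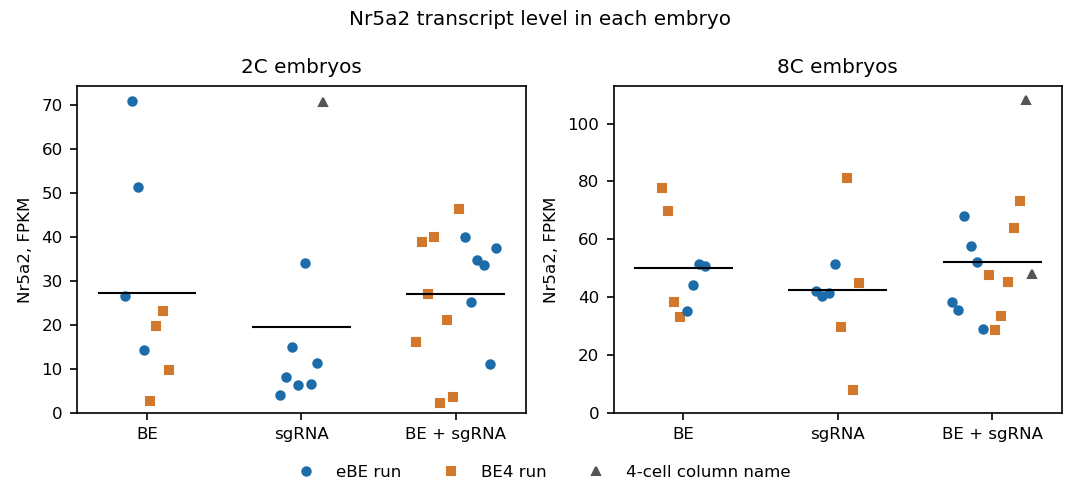
FPKM of *Nr5a2* in each single embryo at 2C and 8C by group, coloured by the run of library numbers. Each point is 1 embryo and lines are group means; at 8C the BE + sgRNA embryos have a mean of 52.1 FPKM, the BE embryos 50.0 and the sgRNA embryos 42.4.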

Among all examined embryos at the 2C stage (14 embryos), 6 embryos displayed nearly completely mutated *Nr5a2* mRNA reads (96.9%–100%) (Supplementary information, Fig. S4b, the 1st–6th KO embryos), while the remaining 8 embryos exhibited high mutation rates ranging from 66.7% to 87.5% (Supplementary information, Fig. S4b, the 7th–14th KO embryos). The presence of wild-type (WT) transcripts may arise from either unedited alleles or low levels of oocyte-deposited *Nr5a2*. 

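At 2C the mean log2(FPKM + 1) of NC and *Nr5a2* KD embryos correlated across 11958 genes with Pearson's r = 0.941. Between single libraries r was 0.883 to 0.89 over the 4 pairs of a KD and an NC library, 0.847 between the 2 NC libraries and 0.915 between the 2 KD libraries. The mean of BE + sgRNA embryos correlated with that of the controls at r = 0.967 across 11916 genes (jackknife standard error over embryos 0.008). Genes are not independent replicates, so no p is given for these values. With a pseudocount of 0.1 they were 0.889 and 0.951, the largest shift that an alternative gave, and the r of NC and KD was between 0.904 and 0.925 when 1 library was left out. At 8C the r of group means was 0.921 for KD and 0.975 for BE + sgRNA embryos, and between single libraries it was 0.883 to 0.902 over the 4 pairs of a KD and an NC library, 0.949 between the NC libraries and 0.922 between the KD libraries. The paper's list of genes activated at late 2C (Table S1) has 556 genes that passed the filter in the KD comparison and 554 in the BE comparison. Their median log2 fold change was 0.22 in 2C KD embryos, with 359 genes higher and 197 lower, close to the 0.23 of all genes (adjusted p = 0.521 from camera). It fell to -0.013 with median-ratio scaling and to -0.025 with quantile normalization, where the median of all genes is moved to near 0, and it was 0.092 without NC replicate 1. In 2C BE + sgRNA embryos the median was 0.23, with 385 genes higher and 169 lower (adjusted p = 0.00307 from camera), where single embryos varied by an SD of 0.639. That call held neither under fry (0.471) nor with the estimated correlation (0.589), and over all alternatives the adjusted p ranged from 6.67e-06 to 0.589. Within the eBE run the median was 0.22 and within the BE4 run 0.28. With the BE group alone as control it was 0.022, with 290 genes higher and 264 lower (adjusted p = 0.0787 from camera). With the sgRNA group alone it was 0.425, with 438 higher and 115 lower (adjusted p = 0.000904 from camera). The size of the shift thus depended on the control.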

The zygotic genome was globally activated in both *Nr5a2* KD and BE KO embryos (Fig. 2f, g). When using a  defined ZGA gene list (*n* = 1170, Materials and Methods), relatively small and comparable numbers of ZGA genes were upregulated (*n* = 24 and 13, respectively) and downregulated (*n* = 36 and 19, respectively) in KD and BE KO embryos (Fig. 2g; Supplementary information, Fig. S4b and Table S5). 

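Table S5 gives 1167 of these genes, 62 called minor and 1105 major. In 2C *Nr5a2* KD embryos 1161 of them were tested and 0 were changed (67 at an unadjusted p under 0.05), and adjusted over the list alone 0 genes had an adjusted p under 0.05. In 2C BE + sgRNA embryos 1163 were tested and 0 were changed (161 at an unadjusted p under 0.05), and 1 gene had an adjusted p under 0.05 over the list alone. These counts were 0 under each alternative that kept the limits of the methods. With the limits drawn in Fig. S4a, 16 genes were lower and 46 higher in KD embryos, and 23 lower and 55 higher in BE + sgRNA embryos. With those in the legend of Fig. S4, an unadjusted p under 0.05 and a log2 fold change over 2, there were 4 and 9 genes in KD embryos and 2 and 1 in BE + sgRNA embryos. At the methods' limits the 2C KD design recovered none of the simulated changes, so changes of that size were not detectable there at these limits. From the small numbers on both sides and the levels of the zygotic genes, the paper proposes that NR5A2 is largely dispensable for the start of ZGA.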

In sum, these data suggest that NR5A2 is largely dispensable for the initiation of ZGA but plays a key role in transcriptional regulation especially during the 4–8C stages.

**Fig. 2:**
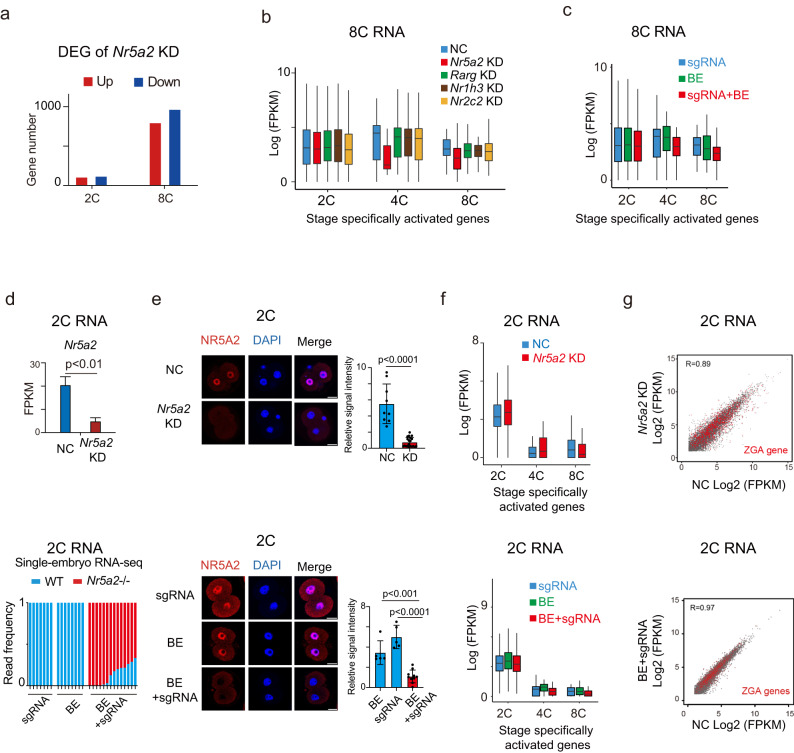
NR5A2 is largely dispensable for global ZGA but is required for 4–8C gene activation. **a** Bar plot showing the numbers of upregulated (red) and downregulated (blue) genes after *Nr5a2* KD in mouse 2C and 8C embryos. **b** Box plots showing the average expression levels of stage-specifically activated genes for NC groups (blue), *Nr5a2* KD groups (red), *Rarg* KD groups (green), *Nr1h3* KD groups (brown), and *Nr2c2* KD groups (yellow) at the 8C stage. **c** Box plots showing the average expression levels of stage-specifically activated genes after injection of sgRNA only (blue), BE mRNA only (green), and both sgRNA and BE mRNA (red) at the 8C stage. **d** Bar charts showing the expression of *Nr5a2* in NC and *Nr5a2* KD group at the 2C stage (left), with *P* values (*t*-test, two-sided) indicated (top). Bar charts show the percentages of WT *Nr5a2* (blue) and base edited *Nr5a2* (red) reads from RNA-seq after injection of *Nr5a2* sgRNA only, BE mRNA only, and both sgRNA and BE mRNA at the 2C stage (bottom). **e** Immunofluorescence of NR5A2 (red) and DAPI (blue) in mouse 2C embryos after *Nr5a2* KD (top, left). Immunofluorescence of NR5A2 (red) and DAPI (blue) in mouse 2C embryos after injection of sgRNA only, BE mRNA only, and both sgRNA and BE mRNA (bottom, left). Scale bars: 20 μm. Quantification of NR5A2 signal intensity (relative to DAPI) in mouse 2C (*n* = 4–7 embryos) and 8C (*n* = 6–8 embryos) embryos and *P v*alues (*t*-test, two-sided) are shown (right). Each dot represents a single blastomere. **f** Box plots showing the average expression levels of stage specifically activated genes for NC groups (blue) and *Nr5a2* KD groups (red) at the 2C stage (top). Box plots show the average expression levels of stage-specifically activated genes after injection of sgRNA only (blue), BE mRNA only (green), and both sgRNA and BE mRNA (red) at the 2C stage (bottom). **g** Scatter plot comparing gene expression of NC group and *Nr5a2* KD group in mouse 2C embryos (top). Scatter plot comparing gene expression of NC group and *Nr5a2* base edited group in mouse 2C embryos (bottom). ZGA genes are colored in red. The Pearson correlation coefficients are also shown.

### Genome-wide mapping of NR5A2 chromatin occupancy in mouse early embryos

To further investigate the direct targets of NR5A2 during the mouse early development, we sought to capture its chromatin binding landscape using CUT&RUN.^31^ We identified a sensitive NR5A2 antibody that can detect its binding using as few as 1000 WT mESCs, but not in *Nr5a2* KO mESCs (Supplementary information, Fig. S5a, b). NR5A2 motif was the top 1 enriched motif in its binding peaks (Supplementary information, Fig. S5c), thus validating the data. Next, we performed NR5A2 CUT&RUN in the 2C and 8C embryos, which were highly reproducible (Fig. 3a; Supplementary information, Fig. S5d and Table S6). We could not detect NR5A2 binding in ICM likely due to its low expression (Fig. 1b) and the limited cells we collected. Therefore, we included mESCs for comparison instead. As a strong validation, the NR5A2 motif was again enriched in 2C and 8C binding peaks as the top 1 motif (Fig. 3b; Supplementary information, Table S7). At the 2–8C stages, NR5A2 showed distinct binding compared to that in mESCs and was preferentially enriched at the promoter of 2–8C specifically expressed genes (Fig. 3c; see Fig. 3d for example). In distal regions, NR5A2 also occupied sites specifically marked by H3K27ac and open chromatin,^17^ suggesting that NR5A2 preferentially bound active regulatory regions (Fig. 3e). Stage-specific binding analysis showed that 2C-specific and 2–8C shared NR5A2 distal bindings were enriched near genes involved in housekeeping activities including DNA repair, RNA processing, histone modification, and DNA methylation (Fig. 3e, “C1” and “C4”). Interestingly, 8C-specific NR5A2 binding tended to enrich near genes functioning in blastocyst formation and stem cell maintenance, indicating the possible involvement of NR5A2 in lineage regulation at this stage (Fig. 3e, “C2”). By contrast, mESC-specific binding was found near genes functioning in epithelial cell maturation (Fig. 3e, “C3”). LIF-responding genes also showed higher enrichment of NR5A2 in mESC (Fig. 3e, “C5”). Notably, NR5A2 also bound the putative enhancers near *Nr5a2* itself (Fig. 3d), suggesting a positive feedback regulatory loop. Taken together, these data demonstrate that we successfully captured NR5A2 binding in 2C and 8C embryos.

**Fig. 3:**
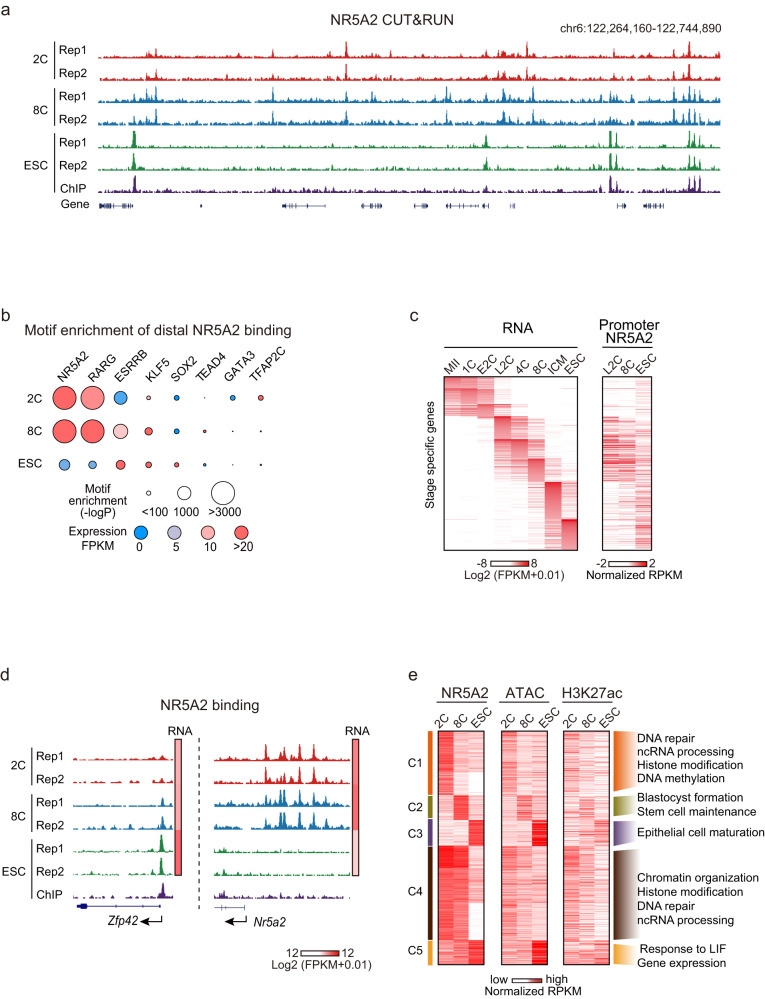
NR5A2 binding dynamics in mouse early embryos. **a** The UCSC browser view showing NR5A2 CUT&RUN signals in 2C embryos, 8C embryos, and mESCs (two biological replicates). NR5A2 ChIP-seq from a reference dataset^24^ is also shown. **b** TF motifs identified from NR5A2 distal binding peaks in 2C embryos, 8C embryos, and mESCs. Sizes of circles indicate –Log*P* value. Expression levels of TFs are color-coded. **c** Heat maps showing stage-specific gene expression based on a reference dataset^17^ and their promoter NR5A2 binding enrichment. **d** The UCSC browser views and heat maps showing NR5A2 enrichment and gene expression of representative genes, respectively. **e** Heatmaps showing the NR5A2 binding, ATAC,^17^ and H3K27ac signals at the stage-specific and shared NR5A2 binding peaks (left). The gene ontology (GO) terms are also shown for different clusters (right).

### NR5A2 targets are preferentially downregulated upon its deficiency

We then asked whether NR5A2 regulates its binding targets by primarily focusing on the 8C stage when the impact of NR5A2 on transcription was evident. NR5A2 binding was preferentially enriched at the promoters of downregulated but not upregulated genes upon *Nr5a2* KD (Fig. 4a, left), suggesting that it functions primarily as an activator. Consistently, distal NR5A2 binding peaks also preferentially resided near the downregulated genes (Fig. 4a, right). Supporting a direct activation role of NR5A2, genes with NR5A2 binding and more NR5A2 motifs at their promoters were more downregulated in *Nr5a2* KD embryos (Fig. 4b). Among 976 downregulated genes at the 8C stage in *Nr5a2* KD embryos, a significant fraction (27%, *n* = 263, *P* < 0.001) showed NR5A2 binding at promoters. These data demonstrated that NR5A2 directly regulates gene activation at the 8C stage.

**Fig. 4:**
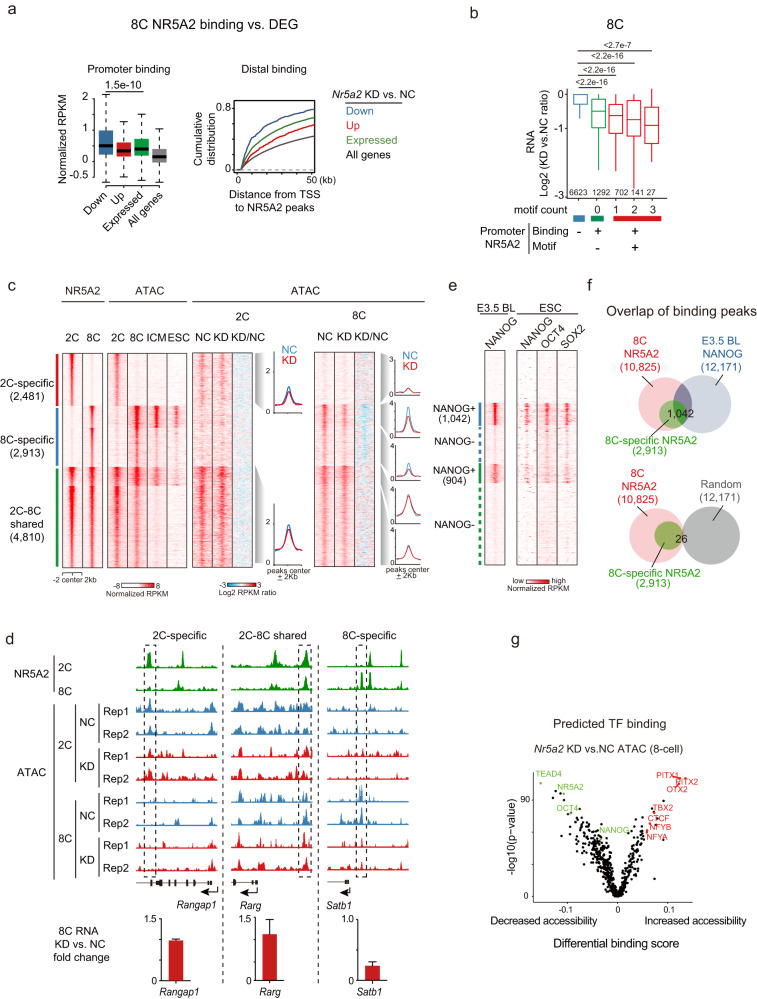
NR5A2 regulates the expression of its binding targets in early development. **a** Box plots showing the average enrichment of NR5A2 binding signals at the promoters (TSS (transcription starting site) ± 2.5 kb) (in WT embryos) of downregulated, upregulated, expressed, and all genes identified in *Nr5a2* KD 8C embryos (left), with *P* values (*t*-test, two-sided) indicated. The cumulative distributions of downregulated, upregulated, expressed, and all genes with defined distances (*x*-axis) between their TSSs and nearest distal 8C NR5A2 binding peaks are shown (right). **b** Box plots showing the fold changes of gene expression in *Nr5a2* KD 8C embryos for all expressed genes based on the NR5A2 binding states and the numbers of motifs at promoters, with *P* values (*t*-test, two-sided) indicated. **c** Heatmap showing the NR5A2 binding, enrichment of ATAC-seq signals in WT reference,^17^ NC, *Nr5a2* KD 2C and 8C embryos. Average plots show enrichment of ATAC-seq signals in NC and *Nr5a2* KD 8C embryos at the 2C-specific, 8C-specific, and 2–8C shared NR5A2 distal binding peaks. **d** The UCSC browser views showing NR5A2 binding, ATAC-seq signals of representative genes in 2C and 8C NC, and *Nr5a2* KD embryos (top). Bar plots shows the expression fold-changes of representative genes between *Nr5a2* KD and control 8C embryos of two biological replicates of RNA-seq (bottom). **e** Heatmap showing NANOG binding in E3.5 blastocyst and NSO binding in mESC at 2C-specific, 8C-specific, and 2–8C shared NR5A2 distal binding peaks. **f** Venn diagrams showing the overlap among 8C NR5A2 binding peaks, 8C-specific NR5A2 binding peaks, and E3.5 blastocyst NANOG peaks (top). Random peaks shuffled from the genome with matched lengths are also shown (bottom). **g** Volcano plot showing the TF footprints in differentially accessible regions in ATAC-seq upon *Nr5a2* KD at the 8C stage. Example footprints in regions with increasing and decreasing accessibilities are colored in red and green, respectively. *P* values for their enrichment are also shown on the *y*-axis.

To further investigate whether NR5A2 regulates chromatin accessibility at putative enhancers, we performed ATAC-seq in the negative control (NC) and *Nr5a2* KD embryos. We classified distal NR5A2 peaks into 2C-specific, 8C-specific, and 2–8C shared peaks (Fig. 4c). At the 2C stage, chromatin accessibility was globally unaltered (Fig. 4c, “2C ATAC” and Fig. 4d, “*Rangap1*”). The closing of 2C-specific peaks at the 8C stage was unaffected in *Nr5a2* KD 8C embryos. 2–8C shared NR5A2 occupied peaks remained accessible (Fig. 4c, d, “*Rarg*”). However, the opening of 8C-specific NR5A2 peaks was specifically impaired (Fig. 4c, “8C ATAC” and Fig. 4d “*Satb1*”). Among 8C-specific ATAC-seq peaks, 73.9% showed reduced chromatin accessibility upon *Nr5a2* KD. The affected regions were relatively more enriched in distal regions (78.6%) compared to those that were not affected (63.5%). These data indicate that NR5A2 is required for opening 8C-specific putative enhancers but not those opened at the 2C stage (Fig. 4c, d), consistent with NR5A2 being required for 4–8C, but not 2C, global gene activation.

### NR5A2 opens a subset of regions that are bound by pluripotency TFs at later stages

NR5A2 is closely linked to pluripotency regulation.^22,24,25^ Therefore, we asked whether NR5A2 binding at the 8C stage may be related to the future binding of pluripotency factors such as NSO. We analyzed the binding of NANOG in blastocysts^32^ and the binding of NSO in mESC.^33,34^ Intriguingly, 8C-specific, but not 2C-specific NR5A2 binding preferentially enriched for NANOG binding in blastocyst and NSO binding in mESC (Fig. 4e). There was a small group of 2–8C shared ATAC-seq peaks enriched in Nanog binding in the blastocysts (Fig. 4e). About 1042 8C-specific NR5A2 peaks were also occupied by NANOG in blastocysts (Fig. 4f). These regions became less open upon *Nr5a2* KD in the 8C embryos (Fig. 4c, “8C ATAC”). As we could not determine NANOG and OCT4 binding at the 8C embryos due to its low expression (NANOG) and the lack of sensitive antibodies that could be applied to low-input samples, we searched for footprints of TFs within the differentially accessible sites using TOBIAS.^35^ As a validation, the NR5A2 motif showed a significant decrease in ATAC-seq upon *Nr5a2* KD. Consistently, motifs of pluripotency TFs, including NANOG and OCT4, and TEAD4 (a TE regulator) showed decreased ATAC-seq signals upon *Nr5a2* KD (Fig. 4g). In addition, it was reported that ESRRB and NR5A2, which share similar binding motifs and binding sites in mESCs, redundantly regulate NSO binding and pluripotency in mESCs.^27^ Notably, while NR5A2 alone is dispensable for mESC self-renewal,^27^ it plays a much more essential role in embryos likely due to its much higher gene expression (Supplementary information, Fig. S6a). In *Nr5a2/Esrrb* double KO mESCs, the binding of NSO in regions that were co-occupied by ESRRB and NR5A2 (*n* = 2599) was severely disrupted (Supplementary information, Fig. S6b). As a comparison, NSO binding to regions that exhibited weak or no ESRRB/NR5A2 binding was less affected (Supplementary information, Fig. S6b). The dependence of NSO binding on NR5A2/ESRRB in mESCs extended to the regions that were preferentially bound by NR5A2 both in 8C embryos and mESCs, as well as by NANOG in blastocysts (Supplementary information, Fig. S6c). These data raise a possibility that NR5A2 may open a subset of regions at the 8C stage, possibly in anticipation of future binding of pluripotency TFs at later stages.

### NR5A2 regulates early ICM genes and other lineage regulator genes at the 8C stage

We then sought to investigate whether NR5A2 may directly regulate the pluripotency program at the early stage. Globally, we identified 360 genes that were specifically expressed in ICM compared to TE using a reference dataset,^17^ and among them 62% (*n* = 224) were already expressed at the 8C stage (fragments per kilobase of exon per million mapped fragments (FPKM) > 1), which we termed as early ICM genes (Fig. 5a). The rest of them were termed as late ICM genes (Fig. 5a). The expected lineage genes in corresponding classes (Early ICM: *Nanog*, *Pou5f1*; Late ICM: *Sox2*) validated the gene list (Fig. 5a). We then examined the enrichment of NR5A2 binding near the early and late ICM genes. Intriguingly, NR5A2 showed strong binding both at promoters (Fig. 5b) and in distal regions (Supplementary information, Fig. S7a) near early ICM genes, but not near late ICM genes in 2C and 8C embryos. This was also true in mESCs, where both early and late ICM genes were expressed (Fig. 5a). Consistently, the NR5A2 motif was more enriched at the promoter or the nearby regions of early ICM genes compared to late ICM genes (Fig. 5c; Supplementary information, Fig. S7b), suggesting that NR5A2 preferentially regulates early wave of ICM genes. In line with this notion, 45 out of 224 (20%) early ICM genes were downregulated in *Nr5a2* KD 8C embryos, compared to 929 out of 9744 (9.5%) non-early ICM genes expressed at the 8C stage (Fig. 5d). The downregulated, but not the upregulated, early ICM genes were more enriched for NR5A2 binding at their promoters or in their neighbor distal regions (Fig. 5e; Supplementary information, Fig. S7c), indicating that they are part of direct targets of NR5A2. NR5A2 peaks near the early ICM genes also became less accessible upon *Nr5a2* KD (Supplementary information, Fig. S7d). For example, it bound pluripotency genes *Oct4*, *Nanog*, and *Tdgf1* which were all downregulated in *Nr5a2* KD 8C embryos (Fig. 5f). 

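*Pou5f1*, the gene of OCT4, lies on chromosome 17 from 35642982 to 35647721, *Nanog* on chromosome 6 from 122657507 to 122664651 and *Tdgf1* on chromosome 9 from 110842114 to 110848662 (mm9). In 8C NC embryos *Pou5f1* was at 152.7 ± 20.4 FPKM and in *Nr5a2* KD embryos at 46.9 ± 1.29 FPKM (SD, n = 2 libraries per group). The log2 fold change was -1.68 (standard error 0.471, adjusted p = 0.0868 from limma, 0.0724 to 0.158 over the alternatives). *Nanog* went from 17.3 ± 2.93 to 1.07 ± 0.0394 FPKM, a log2 fold change of -3.14 (standard error 0.365, adjusted p = 0.00243 from limma). *Tdgf1* went from 60.3 ± 38.5 to 3.27 ± 3.41 FPKM, a log2 fold change of -3.96 (standard error 0.601, adjusted p = 0.00645 from limma), and was between -4.89 and -3.04 with each library left out. For all 3 genes both KD libraries lay below both NC libraries. *Nanog* and *Tdgf1* stayed under an adjusted p of 0.01 in the alternatives tried for them, from 0.00142 to 0.00402 and from 0.00714 to 0.00985. Those did not include the fit with no filter on low values. In that fit 0 genes were past the methods' limits, so *Nanog* and *Tdgf1* were not either.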

NANOG and OCT4 proteins were both decreased in *Nr5a2* KD and, to a lesser extent, *Nr5a2* KO 8C embryos (Fig. 5f; Supplementary information, Fig. S8a). Moreover, 8C-specific NR5A2 binding peaks with future NANOG binding were preferentially present near early ICM genes, which also exhibited decreased accessibility upon *Nr5a2* KD (Fig. 4c; Supplementary information, Fig. S8b), as exemplified in *Id3* (Supplementary information, Fig. S8c). Early ICM genes tended to be downregulated rather than upregulated upon *Nr5a2* KD at the 8C stage, an effect that was more evident for those with NR5A2 binding than those not bound by NR5A2 (Supplementary information, Fig. S8b). Together, these results suggest that NR5A2 directly binds and promotes transcription of early ICM genes at the 8C stage including a subset of key pluripotency genes. Of note, a few key PrE regulator genes *Gata6* and *Fgfr1/2*, and TE regulator genes, including *Tead4, Klf5, Tfap2c* and *Gata3* were also bound by NR5A2 and downregulated in *Nr5a2* KD 8C embryos (Fig. 5g), suggesting that NR5A2 may also regulate TE and PrE lineages.

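In *Nr5a2* KD 8C embryos *Gata6* (chromosome 18, 11052508 to 11085633) fell from 61.7 ± 8.67 to 16.9 ± 10.0 FPKM (SD, n = 2 libraries per group here and for the other genes), a log2 fold change of -1.92 (adjusted p = 0.0621 from limma, and 0.0227 to 0.142 over the alternatives). *Fgfr1* fell from 9.26 ± 3.75 to 1.77 ± 1.18 FPKM, a log2 fold change of -1.91 (adjusted p = 0.0888 from limma), and *Fgfr2* (chromosome 7, 137305965 to 140315033) from 13.4 ± 4.55 to 2.93 ± 0.662 FPKM, a log2 fold change of -1.85 (adjusted p = 0.0414 from limma, and 0.0374 to 0.0503 over the alternatives). Among the TE regulators, *Klf5* (chromosome 14, 99697910 to 99712624) changed most, from 286.9 ± 56.9 to 36.5 ± 14.4 FPKM, a log2 fold change of -2.98 (standard error 0.352, adjusted p = 0.00243 from limma). *Tead4* (chromosome 6, 128174306 to 128250841) fell from 63.5 ± 9.25 to 30.5 ± 8.68 FPKM and *Gata3* (chromosome 2, 9778705 to 9811661) from 4.5 ± 0.468 to 2.06 ± 1.14 FPKM. Their log2 fold changes were -1.06 and -0.90, with adjusted p of 0.237 and 0.489 from limma. *Tfap2c* was at 59.7 ± 5.10 FPKM in NC and 39.8 ± 24.9 FPKM in KD, a log2 fold change of -0.72 (adjusted p = 0.419 from limma). For *Tfap2c*, 1 of the 2 KD libraries lay below both NC libraries, and the log2 fold change was -0.052 without KD replicate 2 and -1.38 without KD replicate 1. *Gata3* was at -0.51 without KD replicate 1. For the other 6 genes both KD libraries lay below both NC libraries. The paper proposes, from the lower level of these genes and NR5A2 binding at them, that NR5A2 may also act on the TE and PrE lineages.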

**Fig. 5:**
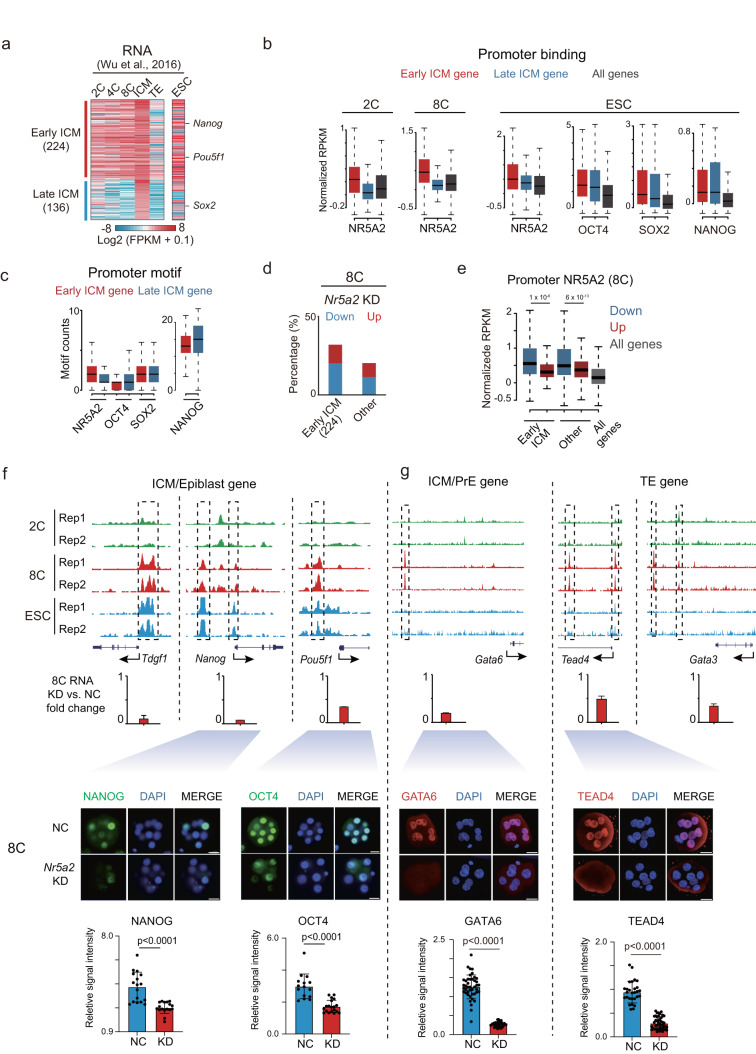
NR5A2 regulates the early ICM, TE and PrE genes at the 8C stage. **a** Heatmap showing the gene expression levels in 2C, 4C, and 8C embryos, E3.5 ICM, TE, and mESC for the early/late ICM genes. Early ICM gene: FPKM ≥ 1 in 8C embryos. Late ICM gene: FPKM < 1 in 8C embryos. **b** Box plots showing the average enrichment of NR5A2 and NSO binding signals at the promoters (TSS ± 2.5 kb) of early or late ICM genes at each stage. **c** Box plots showing the motif numbers of NR5A2 and NSO at the promoters (TSS ± 2.5 kb) of early or late ICM genes. **d** Bar plots showing the percentages of downreuglated and upregulated genes among early, late ICM, or other expressed genes in *Nr5a2* KD 8C embryos. **e** Box plots showing the average enrichment of NR5A2 signals at the promoters (TSS ± 2.5 kb) (in WT embryos) of downregulated or upregulated genes identified in *Nr5a2* KD 8C embryos for early ICM genes and other 8C-expressing genes, with *P* values indicated. All genes were similarly analyzed and are shown as controls. **f**, **g**  The UCSC browser views showing NR5A2 binding of representative ICM/epiblast (**f**) or ICM/PrE and TE genes (**g**) in WT embryos and mESCs (top). Bar plots show expression fold change (*Nr5a2* KD/control) for representative genes in 8C embryos of two biological replicates of RNA-seq (middle). Immunofluorescence of DAPI, NANOG (*n* = 11–12 embryos), OCT4 (*n* = 9–12 embryos), GATA6 (*n* = 13–14 embryos) or TEAD4 (*n* = 12–14 embryos) in mouse 8C embryos after *Nr5a2* KD (scale bars: 20 μm) and quantification of signal intensity (relative to DAPI) as well as *P v*alues (*t*-test, two-sided) are shown. Each dot represents a single blastomere.

Interestingly, NR5A2 alone is dispensable for mESC pluripotency and self-renewal.^22^ Consistently, *Nr5a2* KO affected limited ICM-specific genes in mESC, unlike that for SOX2 (Supplementary information, Fig. S8d), which echoed the absence of NR5A2 motif in ATAC-seq peaks and its downregulated expression in ICM and mESC (Fig. 1a, b). We reasoned that the pluripotency transcription network is likely taken over by the pluripotency TFs NSO in ICM and mESC based on the motif analysis from ATAC-seq data (Fig. 1a). Indeed, the motifs of NSO were more enriched near late ICM genes compared to early ICM genes (Fig. 5c; Supplementary information, Fig. S7b). Interestingly, while these factors clearly bound late ICM genes in blastocyst (for NANOG) or ESCs (NSO), they also bound early ICM genes as well (Fig. 5b). To ask to what extent pluripotency TFs directly regulate the early and late ICM genes, we fused FKBP12^F36V^ sequence to the C-terminus of the endogenous SOX2 protein in 2i mESC so that SOX2 protein can be rapidly degraded by the addition of dTAG.^36^ We then performed RNA-seq at 24 h and 48 h after SOX2 degradation (Supplementary information, Fig. S8d). The result showed that 15.5% early and 14.6% late ICM genes were significantly downregulated upon SOX2 depletion within 1 day, and the number increased to 23.5% early and 32.3% late ICM genes within 2 days, which contrasted a negligible role of NR5A2 in transcription in mESC (Supplementary information, Fig. S8d). Together, these data indicate that while NR5A2 preferentially regulates early ICM genes, NSO regulate both early and late ICM genes. NR5A2 not only activates the transcription of pluripotency factor genes like *Oct4* and *Nanog*, but also opens a subset of sites that will be bound by NSO at the later stage.

### NR5A2 predominantly occupies the B1 repeats in the 2C and 8C embryos

One interesting question is why NR5A2 binds many early-stage genes in embryos but not in mESCs. Repetitive elements are known to harbor the repertoire of TF binding sites.^37^ Several classes of transposable elements such as B1, B2, and MERVL are specifically activated in mouse preimplantation embryos.^17,38–41^ Interestingly, NR5A2 binding sites at the 2C and 8C stages, both for those at promoters and distal regions, overwhelmingly overlapped with the short-interspersed element (SINE) family, especially with the B1 repeats (Fig. 6a; Supplementary information, Fig. S9a). For example, 84.8% and 73.3% of NR5A2 binding peaks contained B1 at the 2C and 8C stages, respectively, compared to 18.9% of random peaks (Supplementary information, Fig. S9a). B1 was abundantly expressed^42^ and was indicated to play critical roles in mouse early embryogenesis.^40^ B1 was preferentially present near 2–8C gene promoters, consistent with previous work,^43^ and correlated with NR5A2 binding at the 2C and 8C stages (Fig. 6b). B1 became widely accessible from the early 2C stage until the 8C stage based on ATAC-seq^17^ and DHS-seq^44^ data (Fig. 6c). Genes with accessible B1 at the promoters in the late 2C and 8C stages were more likely to be activated compared to genes with inaccessible B1 at the promoters (Fig. 6d). The accessible B1 at the 2C stage was even more enriched for the NR5A2 motif (66.4%) compared to all B1 elements (52.5%). To further investigate the association of NR5A2 binding and B1 repeats, we classified the NR5A2 peaks into 4 groups based on the presence or absence of its motif and the B1 repeats, and whether the motif, if present, falls into B1 (Fig. 6e). At the 2C stage, the majority of NR5A2 binding peaks (64.9%) tended to contain B1 with the NR5A2 motif (Fig. 6e). This percentage then slightly decreased in 8C embryos (52.7%), and dropped abruptly in mESCs (15.6%). By contrast, NR5A2 preferentially bound its motif outside of B1 in mESCs (58.3% of all binding peaks) (Fig. 6e), suggesting that the enriched binding of NR5A2 to B1 elements is specific for early embryos.

**Fig. 6:**
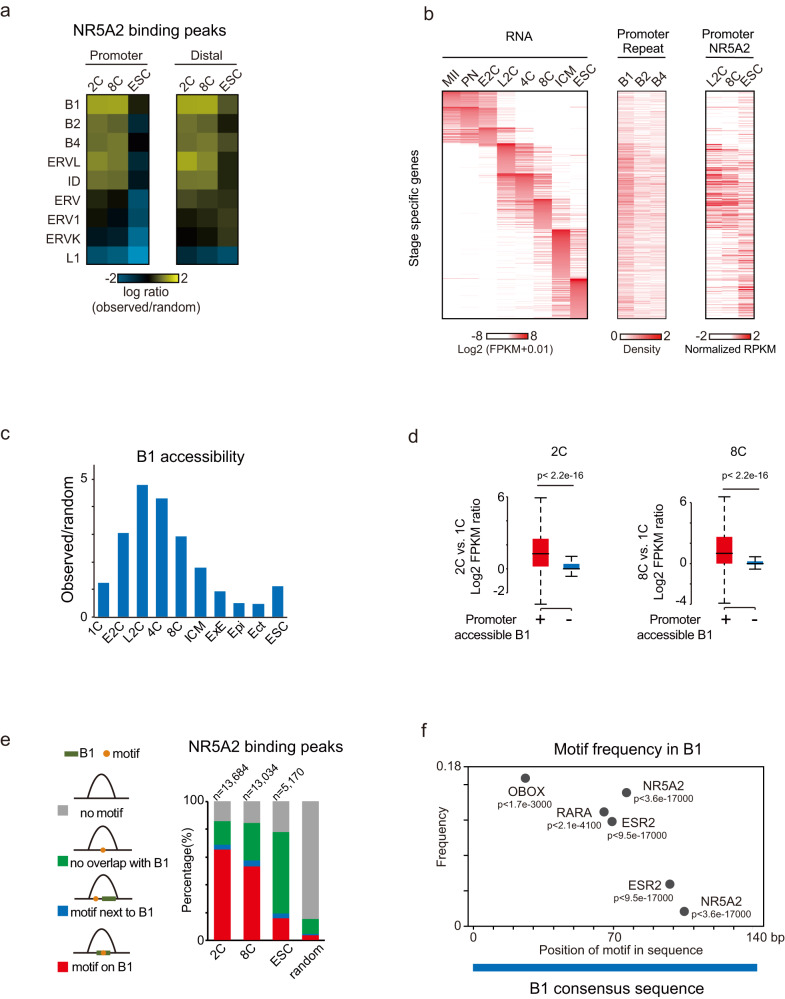
NR5A2 binds B1 repeats at the 2–8C stage. **a** Heat maps showing enrichment (observed number/expected number from randomized peaks) of each repeat family in promoter and distal NR5A2 binding peaks. **b** Heat maps showing the gene expression, repeat density, and NR5A2 binding enrichment at the promoters of stage-specific genes. E2C, early 2-cell; L2C, late 2-cell. **c** Bar plots showing the enrichment of accessible B1 repeats based on ATAC-seq and DHS-seq data relative to the background (observed number/expected number) in early embryos. ExE, extraembryonic ectoderm; Epi, epiblast; Ect, ectoderm. **d** Box plots showing expression activation levels (late 2C/1C (left) and 8C/1C (right)) for genes near accessible or inaccessible B1 at the 2C and 8C stages, with *P* values indicated. The error bars denote the standard deviations of two biological replicates of RNA-seq. **e** Bar charts showing percentages of NR5A2 binding peaks at each stage in four types: motif in B1 (red), motif next to B1 (blue), motif non-overlapping with B1 (green), and no motif (gray). **f** TF motif frequencies and relative positions in the B1 consensus sequence are shown, with *P* values indicated.

The data above raised two possibilities: the binding of NR5A2 may help open B1; alternatively, B1 may be pre-opened by other factors that facilitate the binding of NR5A2. The latter was supported by the fact that B1 became accessible starting from the early 2C stage (Fig. 6c), when *Nr5a2* expression was still low (Fig. 1b). Notably, the consensus sequence of B1 harbored motifs not only for NR5A2, but also for other TFs such as OBOX, RARa, and ESR (Fig. 6f). Similarly, other transposable elements such as B2 and B4 also possessed a set of other TF motifs (Supplementary information, Fig. S9b). Of note, we recently identified OBOX as a key regulator of mouse ZGA and early embryogenesis, which preferentially binds B1/B2/B4 repetitive elements and opens promoters and enhancers near ZGA genes.^45^ OBOX also binds and activates *Nr5a2*.^45^ Future studies are warranted to investigate whether OBOX or other TFs may open these regions to facilitate the binding of NR5A2 to exert gene activation of downstream targets.

## Discussion

TFs play essential roles in gene regulation and animal development. However, how TFs guide mammalian preimplantation development remains poorly understood. Here, through functional screening of TFs that were highly expressed after ZGA and showed motif enrichment in accessible chromatin, we identified NR5A2 as a key regulator of mouse early development and transcription program. The KD or KO of *Nr5a2* from the 1C stage led to preimplantation development defects, concomitant with the 4–8C gene program impaired. Using CUT&RUN, we further determined possible direct targets of NR5A2 in early embryos. We found that NR5A2 connects genome activation to the first lineage segregation not only by directly activating the expression of a panel of key pluripotency genes (i.e., *Nanog*, *Pou5f1*, and *Tdgf1*) at the 8C stage, but also opening a subset of sites that will be bound by NSO at later stages in blastocysts and mESCs (Fig. 7). In addition to pluripotency genes, NR5A2 also binds and regulates key PrE genes such as *Gata6*, and key TE genes such as *Tead4*, *Gata3* (Fig. 7). Intriguingly, NR5A2 bound extensively to the B1 elements at the 2–8C stages, but less so in mESCs. This coincides with the widespread opening of B1 in mouse embryos. These data demonstrate a critical role of NR5A2 in mouse early development by connecting ZGA to lineage segregation.

**Fig. 7:**
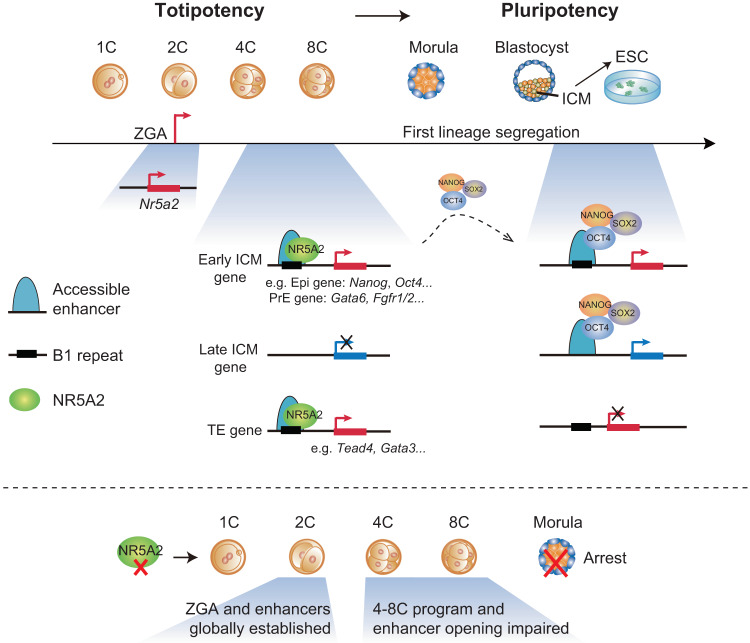
NR5A2 connects ZGA to the first lineage specification in early development. During mouse early development, NR5A2, a NR TF highly induced during ZGA, predominantly binds B1 repeats. NR5A2 is not required for global ZGA and enhancer opening in 2C embryos, but critically regulates 4–8C transcription (mid-preimplantation gene activation) and enhancer opening in 8C embryos. In 8C embryos, its targets include not only key pluripotency genes such as *Pou5f1* and *Nanog*, but also PrE genes such as *Gata6*,  and key TE genes such as *Tead4*, *Gata3*. For early ICM genes, NR5A2 opens regulatory regions at the 8C stage, which likely also provides binding sites for NSO at late stages (blastocyst and mESC). NSO bind and regulate both early and late ICM genes in mESCs. Therefore, NR5A2 functions in totipotent embryos to bridge ZGA to the first lineage specification.

Despite a vast amount of knowledge on the core pluripotency TFs and their targets, their upstream TF regulators in early embryos are still poorly characterized. The loss of *Nanog*, *Pou5f1*, or *Sox2* did not affect the formation of blastocysts in mice,^12,13,46^ suggesting that at least the initiation and commitment of the first lineage segregation does not strictly require these factors. Identification of upstream TFs is in part hindered by the limited research materials from early embryos and the lack of a cell line in vitro that can well recapitulate early embryo development, especially during the period of ZGA to morula. On the other hand, ATAC-seq and related methods coupled with RNA-seq provide a powerful tool to identify possible TF regulator candidates. As a testimony of this approach, NR5A2 represents one of the earliest TFs identified to date that exert functions on gene programs in early embryos, at least starting from the 4C stage. Importantly, NR5A2 is required for the proper expression of a number of key pluripotency genes including *Pou5f1* and *Nanog* at the 8C stage. This is consistent with the previous finding that NR5A2 could directly activate *Nanog* during iPSC reprograming.^24^ On the other hand, NR5A2 opens a subset of sites that are bound by NSO at a later stage (blastocyst) or mESC. Future studies are warranted to ultimately test whether the deficiency of NR5A2 affects the binding of NANOG or OCT4 in 8C embryos. Interestingly, NR5A2 preferentially regulates early ICM genes, but not late ICM genes in the 8C embryos and ESCs, in line with the fact that *Nr5a2* is downregulated in blastocyst (Fig. 1b) and it alone is dispensable for mESC self-renewal and pluripotency.^26,27^ A plausible possibility for the diminished role of NR5A2 for ICM genes (including early ICM genes) at later stages is that when pluripotency core TFs are fully expressed, they form interconnected regulatory circuitry^11,47^ and take over the pluripotency regulatory network to regulate both early and late ICM genes, without requiring the continuous activation by NR5A2.

Of note, the *Nr5a2* KD and KO phenotypes in this study were more severe than those reported in previous studies.^22,48^ Given that these studies targeted different regions of *Nr5a2* for gene KO, it remained to be determined if the discrepancy may arise from these differences. Of note, a recent study reported a requirement of maternal NR5A2 in mouse ZGA and development beyond the 2C stage, using an NR5A2 chemical inhibitor and NR5A2 Trim-away followed by RNA-FISH.^49^ Only a moderate effect on ZGA was found using *Nr5a2* KD.^49^ By contrast, *Nr5a2* KD and KO starting from the 1C stage in our experiments did not have a major impact on ZGA and 2C development. Despite the low expression of maternal *Nr5a2* (Fig. 1b), we could not assess its potential role in our study. However, our data are fully consistent with a recent preprint showing that ZGA largely initiated normally in *Nr5a2* maternal–zygotic KO embryos which were subsequently arrested at the morula stage, and maternal NR5A2 was dispensable for embryonic development.^50^ These discrepancies likely arise from different approaches used in these studies.

Our NR5A2 CUT&RUN data in the embryos provide strong functional support for previously identified putative regulatory elements marked by ATAC-seq and histone acetylation,^17^ as they interact with NR5A2 and the nearby genes were preferentially downregulated upon *Nr5a2* KD. Interestingly, NR5A2 pervasively occupied motifs embedded in accessible B1 elements in 2C and 8C embryos. Owing to the global epigenetic resetting after fertilization, the chromatin landscape of the mouse early embryo is extensively shaped by transiently expressed transposable elements, such as B1, B2, B4, and MERVL.^17^ Once regarded as the junk of the genome,^51,52^ transposable elements are now considered as key players in gene regulation through *cis*- or *trans*-regulatory mechanisms.^37^ These functions are in part mediated by their embedded TF motifs.^53,54^ For example, the B2 repeats possess the CTCF motif that can actively wire chromatin organization.^55,56^ In mouse embryos, the KD of B1 induced 2C arrest,^57^ although the underlying mechanisms remain unclear. Given that B1 elements are already accessible prior to major ZGA^2^ (Fig. 6c) and NR5A2 is strongly induced after ZGA (late 2C stage) (Fig. 1b), we favor the possibility that B1, at least at the 2C stage, may be opened by other TFs at least, which further allows the binding of NR5A2 that subsequently triggers downstream events including the activation of pluripotency genes. This may also explain why *Nr5a2* KD has a limited impact on ZGA. We nevertheless cannot rule out the possibility that NR5A2, once expressed, may in turn participate in opening these elements. B1 activation likely requires multiple factors, as B1 elements are rarely bound by NR5A2 and are mostly inaccessible in mESCs. The relationship between B1 activities and the binding of NR5A2 as well as other TFs remains to be further explored. In sum, we identified NR5A2 as a critical TF regulator for the 4–8C stage-specific transcription in totipotent mouse embryos, thus filling a major gap of transcription circuitry in early development that connects ZGA to lineage segregation. The TF-regulome maps presented here also pave the ways for future studies to decode transcription circuitry underlying early development and cell fate decisions when life begins. Finally, given that *Nr5a2* expression is low in human embryos unlike its counterpart in mouse embryos^58,59^ (Supplementary information, Fig. S10a), it would be highly interesting to investigate whether other nuclear receptor TFs may execute similar functions in human early development.

## Materials and methods

### Data reporting

No statistical methods were used to predetermine sample size. The experiments were not randomized and the investigators were not blinded to allocation during outcome assessment.

### Animal maintenance

WT C57BL/6J strain mice were purchased from Vital River (Beijing, China). PWK/PhJ mice were originally purchased from Jackson Laboratory and raised at Tsinghua Animal Center. Mice were maintained under SPF conditions with a 12–12 h light-dark cycle in a 20–22 °C environment. All animals were taken care of according to the guidelines of the Institutional Animal Care and Use Committee (IACUC) of Tsinghua University, Beijing, China.

### Early embryo collection

To obtain mouse preimplantation embryos, 5–6-week-old C57BL/6N female mice were intraperitoneally injected with pregnant mare’s serum gonadotropin (PMSG; 5 IU) and human chorionic gonadotrophin (hCG; 5 IU) 44–48 h after PMSG injection. After mating with PWK/PhJ males, preimplantation embryos were collected in M2 medium at the following time points after hCG injection: 43–45 h (late 2C) and 68–70 h (8C).

### Cell culture and *Nr5a2* KO mESC generation

mESC were cultured on 0.1% gelatin pre-coated dish in DMEM (Gibco, 11995-065) containing 15% FBS (Hyclone, SH30396.03), LIF (Millipore, GSE1107), penicillin/streptomycin (Millipore, TMS-AB2-C), GlutaMAX (Gibco, 35050-061), nucleosides (Millipore, ES-008-D), β-mercaptoethanol (Gibco, 21985-023), and non-essential amino acids (Gibco, 25-025-CIR). To target the *Nr5a2* gene, four sgRNA sequences (GTACTATAAGCACGTGAACG, TTCTTCGGCTACCCGAGATC, GCTAAGAATGTCTGCTAGTT, GAAGCCACTCTCTTAACATC) were individually cloned into a pX330 plasmid (Addgene, 42230) and were co-transfected into the R1 mESCs with Lipofectamine 3000 (ThermoFisher Scientific). Two to three days after transfection, cells were manually sorted into a gelatinized 96-well plate for single-clone selection. The obtained clones were genotyped by PCR and validated by Sanger sequencing. The homozygous *Nr5a2* KO cell lines were further validated by western blot analysis for NR5A2.

### Immunostaining and quantification

All steps were performed at room temperature. Mouse embryos were fixed with 4% paraformaldehyde^37^ (Sigma-Aldrich, P6148) for 30 min and then permeabilized with 0.5% Triton X-100 in PBS for 30 min. The samples were blocked with 1% BSA for 1 h and incubated with primary antibodies (NR5A2: R&D, P-H2325-00; NANOG: CST, 8822T; OCT4: CST, 5677; TEAD4: Abcam, ab58310; GATA6: R&D, AF1700) for 1 h. The primary antibody was washed out with PBST (0.1% Triton X-100 in PBS) and then incubated with the secondary antibody and Hoechst 33342 for 30 min. The samples were washed with PBST three times. All immunofluorescence images were taken by LSM880 confocal microscope system (Zeiss) and were analyzed using ImageJ. The midsection of each nucleus was identified by Hoechst 33342 staining and determined by the maximal area using a custom Python script. The protein levels of midsections were quantified and normalized to the Hoechst 33342 signals for each experiment.

### In vitro transcription and base editor

The sgRNA (ggtccgatcgcatggggaac) was cloned into pX330 vectors (Addgene, 42230). The primers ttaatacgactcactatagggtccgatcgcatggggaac and aaaagcaccggactcggtgcc were used to obtain linearized sgRNA with *T7* promoter. The pCMV-hA3A-eBE-Y130F (Addgene, 113423) plasmids were linearized. The linearized sgRNA and eBE plasmids were then transcribed with *T7* mMESSAGE Kit (Invitrogen, AM1334) following the manufacturer’s instructions. mRNAs were recovered by RNAClean XP beads (Beckman, A63987). 100 ng/μL sgRNA and BE mRNA were used. All injections were performed with an Eppendorf Transferman NK2 micromanipulator.

### Genotyping

Genomic DNA was lysed from single edited blastocyst embryos for PCR genotyping and subjected to targeted Sanger sequencing.

### NR TF KD

To KD four NR family members *Nr5a2, Rarg*, *Nr1h3*, and *Nr2c2*, three siRNAs were designed for each gene. The siRNA of NC is UAAGGCUAUGAAGAGAUACTT. The siRNAs of *Nr5a2* are CCUCUGCAAUUCAGAACAUTT, GCUCACCUGAGUCAAUGAUTT, GGAGUGAGCUCUUGAUUCUTGT. 

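Each of the 3 siRNAs has an exact match in the coding sequence of *Nr5a2*, in 2 of 2 annotated transcripts. None has an exact match, on either strand, in an annotated transcript of another protein-coding gene. Non-coding transcripts were not searched. CCTCTGCAATTCAGAACAT lies in exon 6, on chromosome 1 of mm9 from 138837449 to 138837467 (minus strand), at base 823 of the 3699-base transcript. GCTCACCTGAGTCAATGAT lies in exon 6 from 138837242 to 138837260, at base 1030, and GGAGTGAGCTCTTGATTCT in exon 7 from 138787327 to 138787345, at base 1339. The sequences are given as DNA without the 3′ overhang, which is printed as TT for the first 2 and as TGT for the third. Matches that are not exact were not searched.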

The siRNAs of *Rarg* are GCCAUGCUUUGUAUGCAAUTT, GGAAGCUGUAGAGGAACGAUTT, CUUGUCUGGACAUCCUAAUTT. The siRNAs of *Nr1h3* are CCAUUCAGAGCAAGUGUUUTT, GGCUGCAACACACAUAUGUTT, GUGCAGGAGGAUUGUUGACUTT. The siRNAs of *Nr2c2* are GCUCAUGAGCUCCAACAUATT, GCCAGAGUACCUCAAUGUATT, GCAAAUGUAGUGACCUCUUTT. 

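All 3 siRNAs of *Nr2c2* match the annotated coding sequence exactly: GCTCATGAGCTCCAACATA in exon 15, GCCAGAGTACCTCAATGTA in exon 11 and GCAAATGTAGTGACCTCTT in exon 9. Of the siRNAs of *Rarg*, GCCATGCTTTGTATGCAAT (exon 4) and CTTGTCTGGACATCCTAAT (across exons 7 and 8) match, the latter in 2 of 3 transcripts, and of those of *Nr1h3*, CCATTCAGAGCAAGTGTTT (exon 10) and GGCTGCAACACACATATGT (exon 9). The remaining siRNAs are printed with 20 bases before the TT overhang, GGAAGCTGTAGAGGAACGAT for *Rarg* and GTGCAGGAGGATTGTTGACT for *Nr1h3*, and have no exact match in an annotated transcript of a protein-coding gene, nor do their first 19 bases. Their longest shared stretch with their target is 10 bases for *Rarg* and 11 bases for *Nr1h3*. Each matches its target over the other 19 bases when 1 base is left out, base 11 for *Rarg* and base 9 or 10 for *Nr1h3*, counted from the 5′ end. The NC sequence, TAAGGCTATGAAGAGATAC, has no exact match in the sense strand of such a transcript.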

For microinjection in each KD group, 1.67 μM of each siRNA was used. For the NC group, 20 μM of siRNA was used. siRNAs were ordered from GenePharma.

### RNA-seq library preparation and sequencing

All RNA-seq libraries were generated following the Smart-seq2 protocol as described previously.^60^ The zona pellucida was gently removed by treatment with Tyrode’s solution (Sigma-Aldrich, T1788). 5–10 embryos per sample were washed three times in M2 medium and then lysed in 2 μL lysis buffer containing RNase inhibitor.

### CUT&RUN library generation and sequencing

CUT&RUN was conducted following the published protocol.^61^ ESCs or embryos with zona pellucida removed were transferred into a 0.2 mL conventional, non-low-binding PCR tube (Axygen). The samples were then resuspended by 60 μL washing buffer (20 mM HEPES-KOH, pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, and Roche complete protease inhibitor). 10–20 μL Concanavalin-coated magnetic beads (Polyscience, 86057) for each sample were gently washed, resuspended by binding buffer (20 mM HEPES-KOH, pH 7.9, 10 mM KCl, 1 mM CaCl_2_, 1 mM MnCl_2_) and carefully added to the samples. The samples were then incubated at 23 °C for 10 min on Thermomixer (Eppendorf) at 400 rpm. The samples were then held at the magnetic stand to carefully aspirate buffer and were resuspended by 60 μL antibody buffer (washing buffer plus 0.01% digitonin and 2 mM EDTA, pH 8.0) with an NR5A2 antibody (R&D, P-H2325-00) diluted at a ratio of 1:50. The samples were then incubated at 4 °C on Thermomixer for 3 h at 400 rpm. After that, the samples were held at the magnetic stand and then resuspended by the secondary antibody to a final concentration of 1:100 at 4 °C on Thermomixer for 1 h at 400 rpm. The samples were then placed in the tube on the magnet stand to remove the liquid and added with 75 μL dig washing buffer with pA-MNase (to a final concentration of 700 ng/mL), and incubated at 4 °C on Thermomixer for 1 h at 400 rpm. The samples were washed with 200 μL dig washing buffer twice at the magnetic stand. The samples were resuspended by 100 μL dig washing buffer and balanced on ice for 2 min. Targeted digestion was performed on ice by adding 2 μL 100 mM CaCl_2_ for 30 min, and reaction was stopped by adding 100 μL 2× stop buffer (340 mM NaCl, 20 mM EDTA, pH 8.0, 4 mM EGTA, pH 8.0, 50 μg/mL RNase A, 100 μg/mL glycogen) and fully vortexed. The samples were then incubated at 37 °C for 30–45 min for fragment release. The supernatants were purified by phenol-chloroform followed by ethanol purification.

Purified DNA was subjected to Tru-seq library construction using NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7645S). The DNA was resuspended in 25 μL ddH_2_O, followed by end-repair/A-tailing with 3.5 μL End Prep buffer and 1.5 μL enzyme mix according to manufacture’s instructions. The ligation reaction was then performed by adding diluted 1.25 μL 0.25 μM adapters (NEB Multiplex Oligos for Illumina, E7335S), 15 μL Ligation master mix, and 0.5 μL Ligation enhancer, at 4 °C overnight or 20 °C for 2 h. The ligation reaction was treated with 1.5 μL USERTM enzyme according to the instruction and was purified by 1.4× AMPure beads. The PCR was performed by adding 25 μL 2× KAPA HiFi HotStart Ready Mix (KAPA Biosystems, KM2602) with primers of NEB Oligos kit, with the program of 98 °C for 45 s, (98 °C for 15 s and 60 °C for 10 s) with 16 cycles and 72 °C for 1 min. The final libraries were purified by 1.4× AMPure beads and subjected to next-generation.

### ATAC-seq library preparation and sequencing

The miniATAC-seq procedure was performed as previously described.^62^ Briefly, cells were transferred into 6 μL of lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.02% digitonin, 0.1% NP-40) on ice for 10 min. The ATAC reaction was performed by adding 4 μL ddH_2_O, 4 μL 5× TTBL, and 5 μL TTE mix V5 (Vazyme Biotech Co. Ltd, TD502) at 37 °C for 30 min and then stopped by adding 5 μL of 5× TS stop buffer at room temperature for 5 min. DNA was extracted by phenol-chloroform and ethanol purification after adding 40 ng of carrier RNA and 103 μL of Tris-EDTA. Then, DNA was dissolved in 29 μL ddH_2_O and PCR-amplified with 10 μL of index (Vazyme Biotech Co. Ltd, TD202), 10 μL 5× TAB, and 1 μL TAE (Vazyme Biotech Co. Ltd, TD502) with the program of 72 °C for 3 min, 98 °C for 30 s, (98 °C for 15 s, 60 °C for 30 s, and 72 °C for 3 min) with 16 cycles, and 72 °C for 5 min. The amplified DNA was size-selected using AMPure Beads for 200–800-bp DNA fragments. All libraries were sequenced by Illumina NovaSeq or XTen platform accordingly.

### Western blot analysis

The samples were lysed with 2× Tris-glycine-SDS sample buffer including 1× Roche complete protease inhibitor. Samples were heated at 99 °C for 5 min and loaded on a BioRad 4%–15% gradient Tris-glycine gel, then transferred to low fluorescence PDVF membrane using a BioRad System. Blots were briefly rinsed in TBS, blocked in 5% non-fat milk in TBST for 1 h, and incubated overnight at 4 °C with a primary antibody (NR5A2, R&D, P-H2325-00, 1:1000). Blots were washed in TBST, incubated for 1 h at room temperature with peroxidase-conjugated anti-rabbit or anti-mouse IgG antibody (Jackson ImmunoResearch) diluted at 1:10,000 in TBST with 1% non-fat milk, and then washed in TBST. The signal was detected with SuperSignalTM West Femto Maximum Sensitivity Substrate (ThermoFisher Scientific) and imaged using a BioRad ChemiDocTM Touch Imaging system.

### Data analysis

#### RNA-seq data processing

Paired-end RNA-seq reads were trimmed and mapped to the mm9 genome by TopHat v2.1.1.^63^ Cufflinks v2.2.1^63^ was used to calculate the FPKM per gene based on mm9 refFlat from the UCSC genome annotation database.^64^ Differential expression analysis was performed with R package edgeR. Genes with FDR < 0.01 and log_2_(fold change) ≥ 2 were considered as differentially expressed.

#### Identification of stage-specific genes and ZGA genes

ZGA genes and stage-specific genes were defined based on the reference RNA-seq data using staged mouse embryos dissected in vivo. ZGA genes were defined as those not expressed or lowly expressed in FGO and M II oocytes (FPKM < 5) but become upregulated (FPKM > 5, at least 3-fold upregulation) in either E2C embryos or L2C embryos. Genes that are expressed in oocytes (FPKM > 5) but are highly upregulated at the L2C stage (over 5-fold upregulation) were also included in major ZGA genes (*n* = 99). No such genes exist for minor ZGA genes. Maternal genes were defined as those that are expressed in M II or FGO oocytes (FPKM > 5) but become downregulated (at least 3-fold) at the L2C stage. Genes specifically activated at each stage during early development were defined using more strict criteria to ensure their stage specificity. These genes are activated at a defined stage (FPKM > 5) but stay silenced at all preceding stages from FGO (FPKM < 1).

#### CUT&RUN, ChIP-seq, and ATAC-seq data processing and peak calling

The paired-end reads were aligned with the parameters: -t –q –N 1 –L 25 –X 1000 -no- mixed -no-discordant by Bowtie2 (version 2.2.2).^65^ All unmapped reads, non-uniquely mapped reads, and PCR duplicates were removed. For downstream analysis, we normalized the read counts by computing the numbers of reads per kilobase of bin per million of reads sequenced (RPKM) for 100-bp bins of the genome. To minimize the batch and cell type variation, RPKM values across the whole genome were further Z-score normalized. To visualize the CUT&RUN signals in the UCSC genome browser, we generated the RPKM values on a 100-bp-window base. Peaks were called using MACS v1.4.2^66^ with the parameters nolambda –nomodel. Promoters were defined as ±2.5 kb around the TSS. Peaks at least 2.5 kb away from TSSs were defined as distal peaks by BEDTools v2.29.0.^67^

#### Binding site feature annotation and motif analyses

The findMotifsGenome.pl script from HOMER program^68^ was used to identify the enriched motifs at enhancers. AnnotatePeaks.pl was then used to identify specific peaks that contain certain motifs. Motif densities at 10-bp resolution within 500 bp around peak center were analyzed using the annotatePeaks.pl with the parameters: annotatePeaks.pl mm9 -size -500,500 -hist 10.

#### GO analysis

The DAVID web-tool was employed to identify the GO terms using databases including Molecular Functions, Biological Functions and Cellular Components.^69^ The functional enrichment for genes that are near stage-specific distal peaks was analyzed using the GREAT tool by default settings.^70^

#### Identification of stage-specific NR5A2 peaks

In brief, distal peaks from all stages were pooled, and average Z-score normalized RPKM scores were calculated in these regions. MAnorm2^71^ was used to identify differential peaks in any combinations of pairs of all examined stages. Peaks were further selected by the following criteria: the distal peak had high enrichment at this stage (normalized RPKM > 1) and positive enrichment (normalized RPKM > 0) was observed at no more than two additional stages.

#### The comparison between NR5A2 peaks and repetitive elements

To identify the enrichment of repetitive elements in promoter or distal NR5A2 peaks, the NR5A2 peaks were compared with the locations of annotated repeats (RepeatMasker) downloaded from the UCSC genome browser. As repeats of different classes vary greatly in numbers, a random set of peaks with identical lengths of CUT&RUN peaks were used for the same analysis as a control. The number of observed peaks that overlap with repeats were compared to the number of random peaks that overlap with repeats, and a log ratio value (log_2_) was generated as the “observed/expected” enrichment.

#### Enhancer vs gene expression analysis

To identify the potential targeted genes for each putative enhancer (distal peaks), the nearest distal peaks from the TSS of the gene (within 50 kb) were assigned to this gene as its putative enhancers.

### Supplementary information

Supplementary Fig. S1

Supplementary Fig. S2

Supplementary Fig. S3

Supplementary Fig. S4

Supplementary Fig. S5

Supplementary Fig. S6

Supplementary Fig. S7

Supplementary Fig. S8

Supplementary Fig. S9

Supplementary Fig. S10

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

## Data Availability

The raw sequencing data and processed data of this paper have been deposited in the Gene Expression Omnibus (GEO) database under the accession number: GSE229740. Accession codes of the published data in GEO used in this study are as follows: RNA-seq and ATAC-seq of the mouse early embryos, GSE66390; NR5A2 ChIP of mESC, GSE19019.

# Supplementary material for: NR5A2 connects zygotic genome activation to the first lineage segregation in totipotent embryos
**Source:** Cell Res. 2023 Nov 7;33(12):952–66. doi: 10.1038/s41422-023-00887-z
**Supplement:** Supplementary file 1 — Supplementary Fig. S1

Figure S1

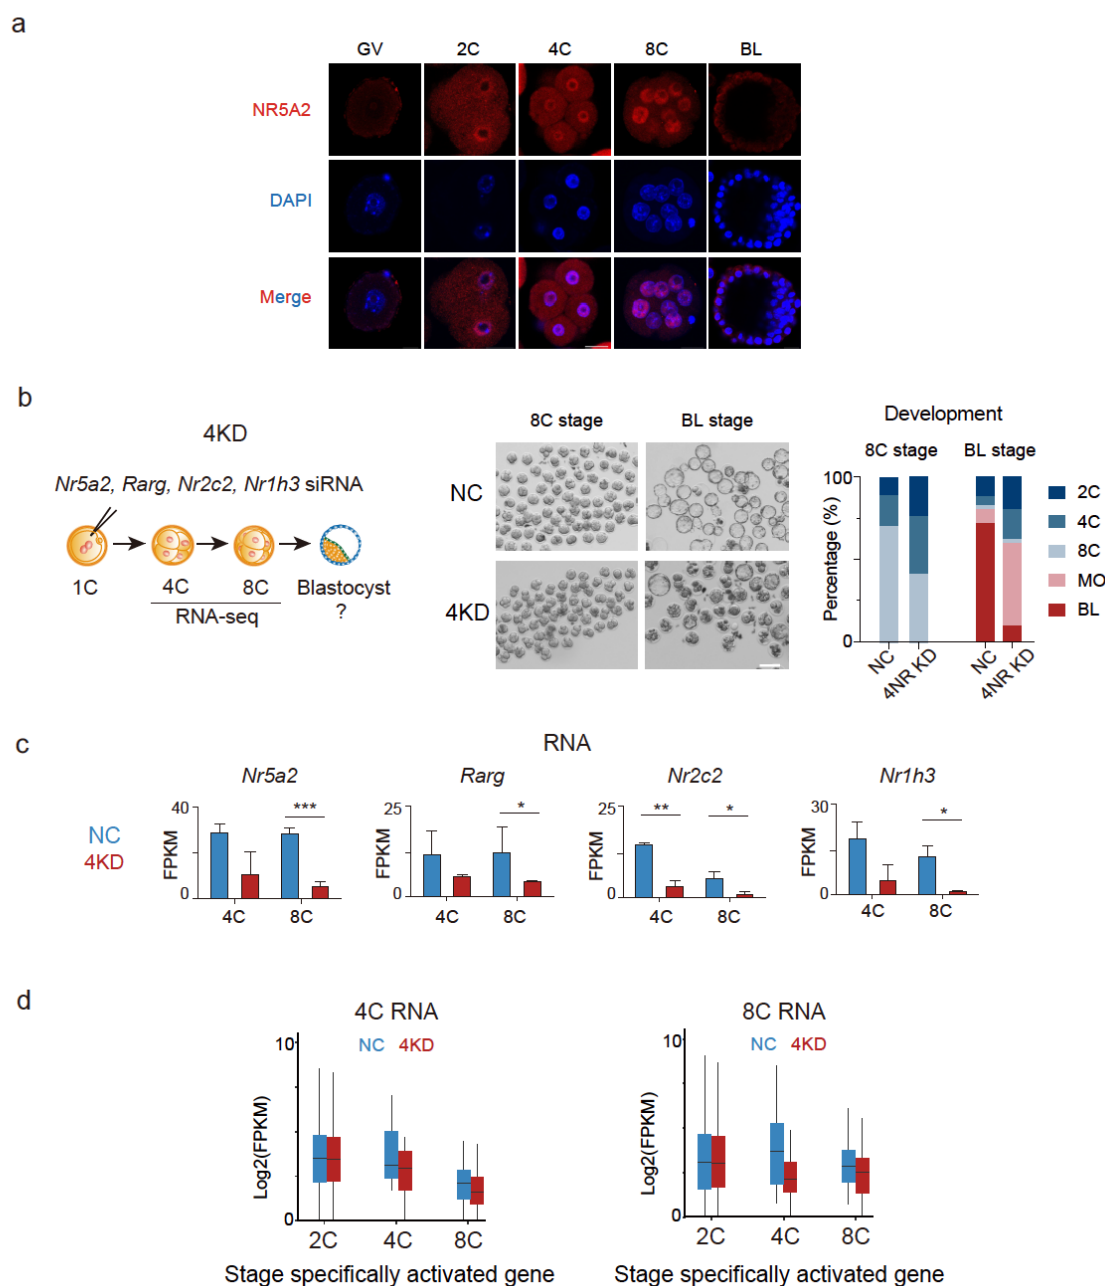

**Supplementary information, Fig. S1. Joint knockdown of nuclear receptor TFs led to morula arrest. a,** Immunofluorescence of NR5A2 (red) and DAPI (blue) in mouse germinal vesicle (GV) oocyte, L2C, 4C, 8C embryos, and blastocyst. Scale bar: 20  $\mu$ m. **b,** Schematic of the combined knockdown of 4 ZGA-activated nuclear receptor factors (4KD, knockdown of *Nr5a2*, *Rarg*, *Nr1h3*, and *Nr2c2*) (left). Embryo morphology after knocking down 4 NR factors at the 8C and blastocyst stage (E4.5) (middle). Scale bar: 100  $\mu$ m. Bar plots show the developmental rates of the NC group and 4KD group at the 8C and blastocyst stage (E4.5) (right). MO, morula; BL, blastocyst. **c,** Bar charts showing the RNA expression of 4 nuclear receptor factors in NC and 4KD group at the 4C and 8C stage based on RNA-seq. The error bars denote the standard deviations of two biological replicates of RNA-seq. **d,** Boxplots showing the average RNA expression levels of stage specifically activated genes in NC and 4KD groups at the 4C and 8C stages.

# Supplementary material for: NR5A2 connects zygotic genome activation to the first lineage segregation in totipotent embryos
**Source:** Cell Res. 2023 Nov 7;33(12):952–66. doi: 10.1038/s41422-023-00887-z
**Supplement:** Supplementary file 2 — Supplementary Fig. S2

Figure S2

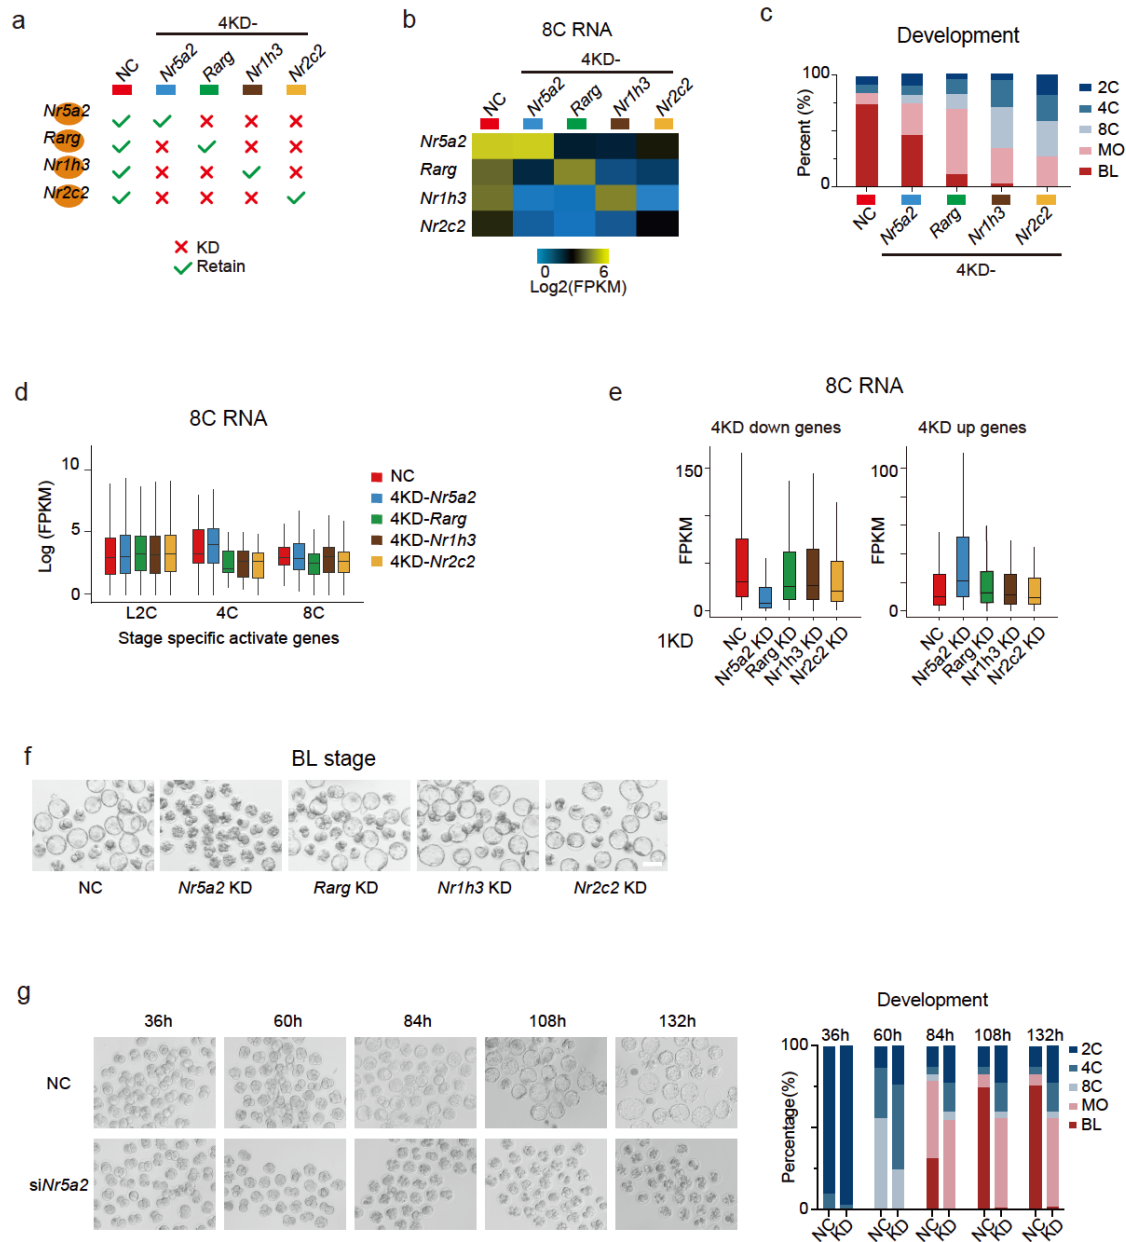

**Supplementary information, Fig. S2. NR5A2 is the major functional factor among the 4 NR TFs activated during ZGA.** **a**, Schematic illustration of the triple-knockdown (3KD, or 4 KD leave-one-out, 4KD-) among the 4 NR factors (*Nr5a2*, *Rarg*, *Nr1h3*, and *Nr2c2*). **b**, Heat maps showing RNA expression levels of each NR factor detected by RNA-seq in the NC group and each of the 3KD group at the 8C stage. **c**, Bar charts showing the developmental rates of NC and the 3KD groups at the blastocyst stage (E4.5). **d**, Box plots showing the average RNA expression levels of stage specifically activated genes of NC group (red) and each 3KD group at the 8C stage. **e**, Box plots showing the average RNA expression levels of down- (left) and up- (right) regulated genes of 4 KD in NC group (red), *Nr5a2* KD groups (blue), *Rarg* KD groups (green), *Nr1h3* KD groups (brown), and *Nr2c2* KD groups (yellow) at the 8C stage. **f**, Embryo morphology in NC group, *Nr5a2* KD groups, *Rarg* KD groups, *Nr1h3* KD groups, and *Nr2c2* KD groups at the blastocyst stage (E4.5). Scale bar: 100  $\mu$ m. **g**, Embryo morphology of NC and *Nr5a2* KD group at 36h, 60h, 84h, 108h, and 132h after fertilization (left). Bar plots show the developmental rates of NC group and *Nr5a2* KD group at 36h, 60h, 84h, 108h, and 132h after fertilization (right).

# Supplementary material for: NR5A2 connects zygotic genome activation to the first lineage segregation in totipotent embryos
**Source:** Cell Res. 2023 Nov 7;33(12):952–66. doi: 10.1038/s41422-023-00887-z
**Supplement:** Supplementary file 3 — Supplementary Fig. S3

Figure S3

a

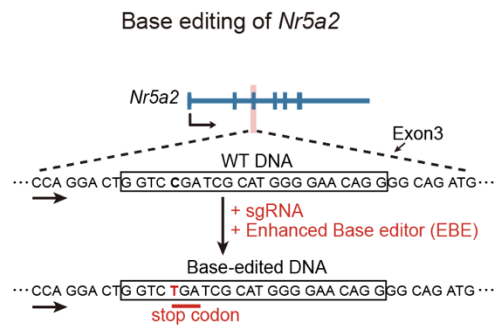

b

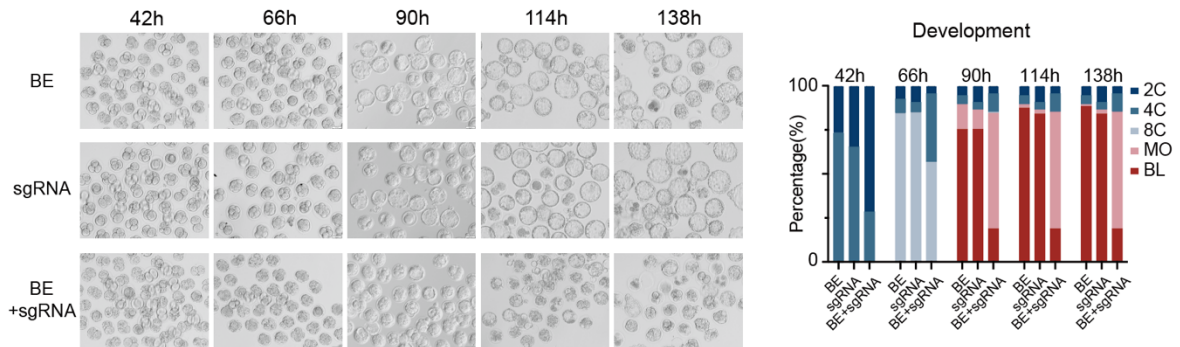

**Supplementary information, Fig. S3. *Nr5a2* BE KO in mouse embryos.** **a**, Schematic of base editing for *Nr5a2*. Exon 3 of *Nr5a2* is targeted. Box shows sgRNA targeting sequence (left, middle). An introduced stop codon is indicated. **b**, Embryo morphology after injection of *Nr5a2* sgRNA only, BE mRNA only, and both sgRNA and BE mRNA at 42h, 66h, 90h, 114h, and 138h after fertilization (left). Bar plots show the developmental rates after injection of *Nr5a2* sgRNA only, BE mRNA only, and both sgRNA and BE mRNA at 42h, 66h, 90h, 114h, and 138h after fertilization (right).

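The guide GGTCCGATCGCATGGGGAAC has 1 exact site in mm9, on the minus strand of chromosome 1 from 138845326 to 138845345, in exon 3 of the 9 exons of *Nr5a2* and followed by the PAM AGG. It starts at base 356 of the transcript. With positions counted from 1 at the guide's 5′ end, C5T turns codon 75 of 561 from CGA into the stop codon TGA, and C20T would turn codon 80 from CAG into the stop codon TAG. C4T in codon 74, C9T in codon 76 and C11T in codon 77 introduce no stop codon. The siRNAs used for KD lie downstream of this site, in exons 6 and 7.

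**Figure D5:**
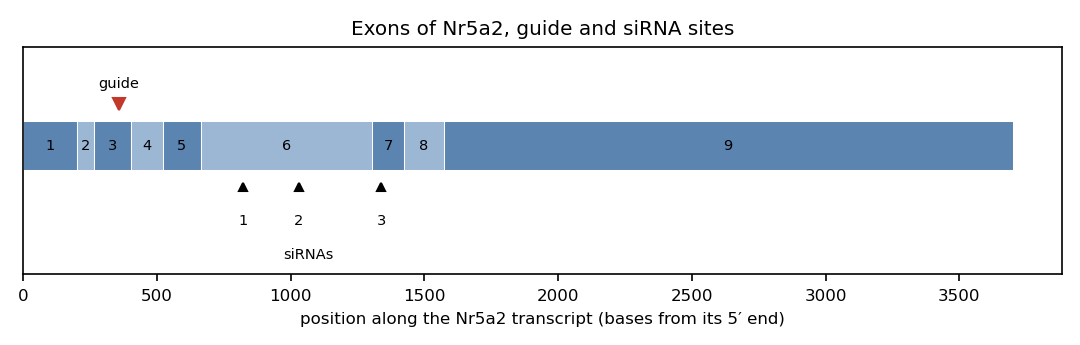
Exons of *Nr5a2* along its 3699-base transcript, numbered from 1 to 9, with the guide's site at base 356 and the sites of the 3 siRNAs at bases 823, 1030 and 1339. The horizontal axis is the position in the transcript in bases.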

# Supplementary material for: NR5A2 connects zygotic genome activation to the first lineage segregation in totipotent embryos
**Source:** Cell Res. 2023 Nov 7;33(12):952–66. doi: 10.1038/s41422-023-00887-z
**Supplement:** Supplementary file 4 — Supplementary Fig. S4

Figure S4

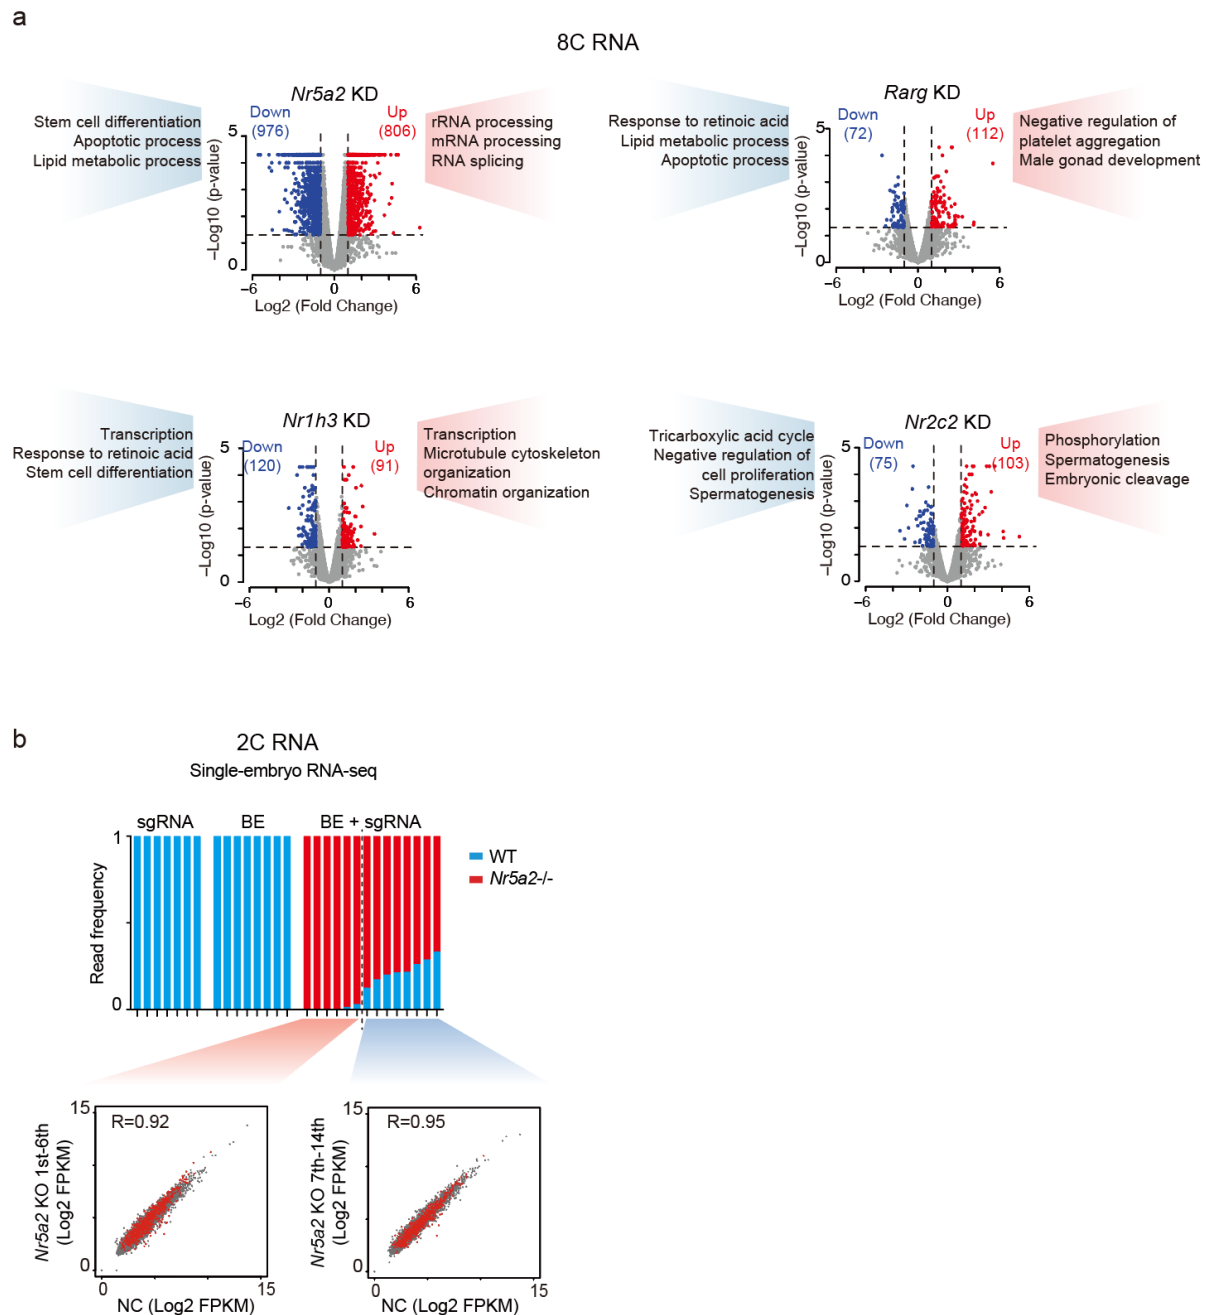

**Supplementary information, Fig. S4. Differentially expressed genes after the knockdown of NR factors.** **a**, Volcano plots showing differentially expressed genes in *Nr5a2* (top, left), *Rarg* (top, right), *Nr1h3* (bottom, left), or *Nr2c2* (bottom, right) single KD embryos at the 8C stage. Up-regulated ( $\log_2(\text{Fold change}) > 2$ ,  $P \text{ value} < 0.05$ ) and down-regulated ( $\log_2(\text{Fold change}) < -2$ ,  $P \text{ value} < 0.05$ ) genes are colored in red and blue, respectively. GO analysis results of differentially expressed genes are also shown. **b**, Bar charts showing the percentages of WT *Nr5a2* (blue) and base edited *Nr5a2* (red) reads from RNA-seq after injection of *Nr5a2* sgRNA only, BE mRNA only, and both sgRNA and BE mRNA at the 2C stage (top). Scatter plots compare gene expression of the NC group and *Nr5a2* KO groups with nearly-complete mutation rates (bottom left, 1<sup>st</sup>-6<sup>th</sup> embryos) and high-to-medium mutation rates (bottom right, 7<sup>th</sup>-14<sup>th</sup> embryos) in mouse 2C embryos. ZGA genes are colored in red. The Spearman correlation coefficients are also shown.

# Supplementary material for: NR5A2 connects zygotic genome activation to the first lineage segregation in totipotent embryos
**Source:** Cell Res. 2023 Nov 7;33(12):952–66. doi: 10.1038/s41422-023-00887-z
**Supplement:** Supplementary file 5 — Supplementary Fig. S5

Figure S5

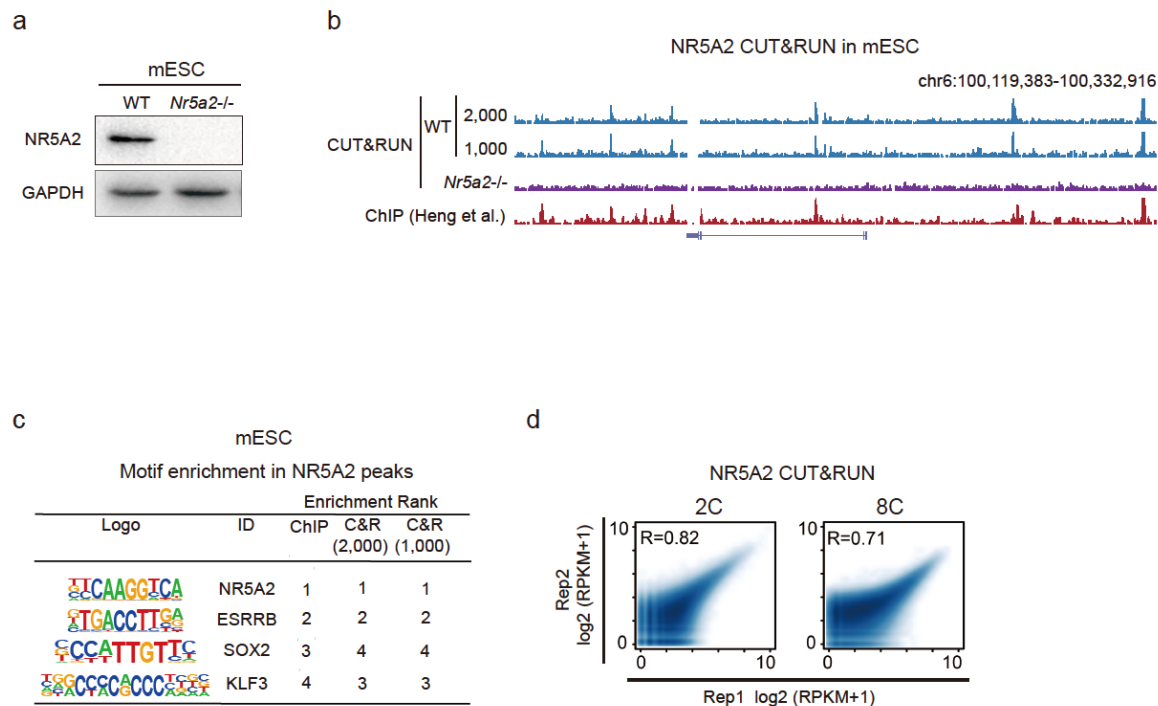

**Supplementary information, Fig. S5. Validation of the NR5A2 CUT&RUN data.** **A**, Western blot showing NR5A2 and GAPDH expression in WT and *Nr5a2*<sup>-/-</sup> mESCs. **B**, The UCSC browser view showing NR5A2 CUT&RUN and ChIP-seq<sup>24</sup> signals in WT mESCs (1,000 to 2,000 cells) and *Nr5a2*<sup>-/-</sup> mESCs (9,000 cells). **C**, Sequence logos and enrichment ranks of the motifs enriched in NR5A2 CUT&RUN peaks in mESCs. **D**, Scatter plots comparing the replicates of NR5A2 CUT&RUN data in mouse 2C and 8C embryos. The Pearson correlation coefficients are also shown.

# Supplementary material for: NR5A2 connects zygotic genome activation to the first lineage segregation in totipotent embryos
**Source:** Cell Res. 2023 Nov 7;33(12):952–66. doi: 10.1038/s41422-023-00887-z
**Supplement:** Supplementary file 6 — Supplementary Fig. S6

Figure S6

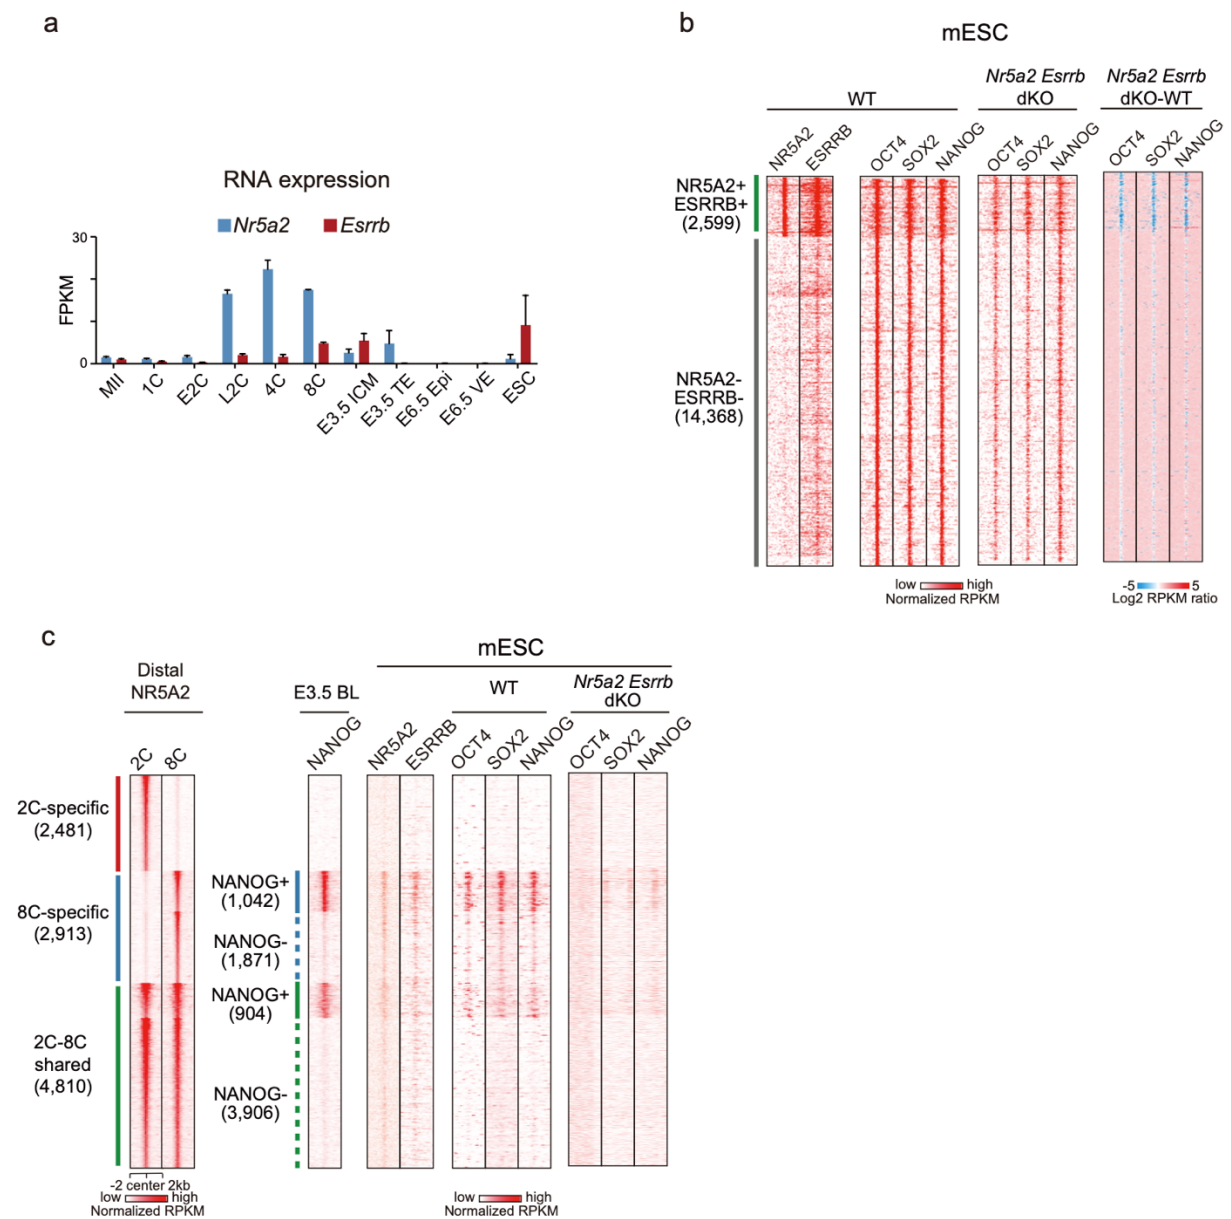

**Supplementary information, Fig. S6. NR5A2 and ESRRB regulate the binding of NSO in mESCs.** **a**, RNA expression (FPKM) of *Nr5a2* and *Esrrb*. The error bars denote the standard deviations of two biological replicates of RNA-seq. **b**, NSO binding sites (bound by all three factors) that are bound by both NR5A2 and ESRRB or bound by neither were selected. NR5A2 and ESRRB binding in WT mESCs, NSO binding in WT and *Nr5a2/Esrrb* double knockout (dKO) mESCs, and the differential binding of NSO between dKO and WT embryos are mapped. Data from Festuccia et al were re-analyzed and shown<sup>27</sup>. **c**, Heat maps showing NR5A2 binding at the 2C and 8C stages and NANOG binding in E3.5 blastocyst at the 2C-specific, 8C-specific, and 2C-8C shared NR5A2 distal binding peaks. Bindings of NR5A2 and ESRRB in WT mESCs, and NSO in WT and *Nr5a2/Esrrb* double knockout (dKO) mESCs are also mapped<sup>27</sup>.

# Supplementary material for: NR5A2 connects zygotic genome activation to the first lineage segregation in totipotent embryos
**Source:** Cell Res. 2023 Nov 7;33(12):952–66. doi: 10.1038/s41422-023-00887-z
**Supplement:** Supplementary file 7 — Supplementary Fig. S7

Figure S7

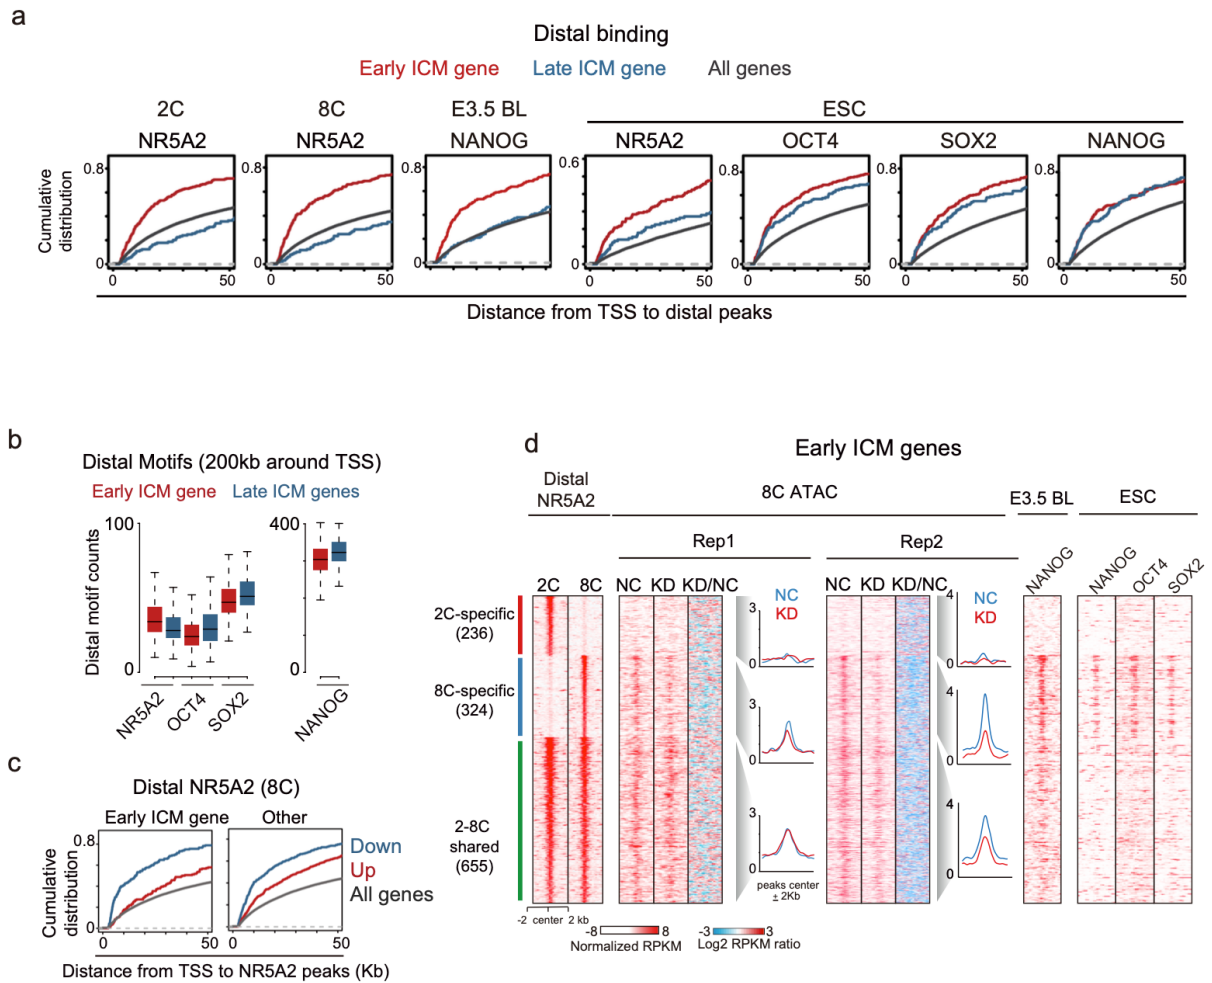

**Supplementary information, Fig. S7. NR5A2 preferentially occupies and regulates early ICM genes.** **a**, The cumulative distributions of early, late ICM, and all expressed genes with defined distances (x-axis) between their TSSs and nearest distal 2C, 8C, and ESC NR5A2 binding peaks, and OCT4, SOX2, and NANOG binding peaks in ESCs. **b**, Box plots showing the motif numbers of NR5A2, OCT4, SOX2, and NANOG in the distal regions (200kb around TSS, excluding TSS $\pm$  2.5kb) of early or late ICM genes. **c**, The cumulative distributions of down-regulated or up-regulated early ICM-specific, and other 8C-expressing genes in *Nr5a2* KD 8C embryos with defined distances (x-axis) between their TSSs and nearest distal 8-cell NR5A2 binding peaks. **d**, Heatmap showing the NR5A2 binding, enrichment of ATAC-seq signals in WT reference, NC, *Nr5a2* KD 8C embryos, and the ratios between *Nr5a2* KD and NC 8C embryos (left), average plots show enrichment of ATAC-seq signals in NC, *Nr5a2* KD 8C embryos (middle) at the 2C-specific, 8C-specific, and 2C-8C shared NR5A2 distal binding peaks near early ICM genes (250 Kb up- and down- stream of the TSSs). NANOG binding in E3.5 blastocyst and NANOG, OCT4, and SOX2 binding in ESC are also mapped and shown (right).

# Supplementary material for: NR5A2 connects zygotic genome activation to the first lineage segregation in totipotent embryos
**Source:** Cell Res. 2023 Nov 7;33(12):952–66. doi: 10.1038/s41422-023-00887-z
**Supplement:** Supplementary file 8 — Supplementary Fig. S8

Figure S8

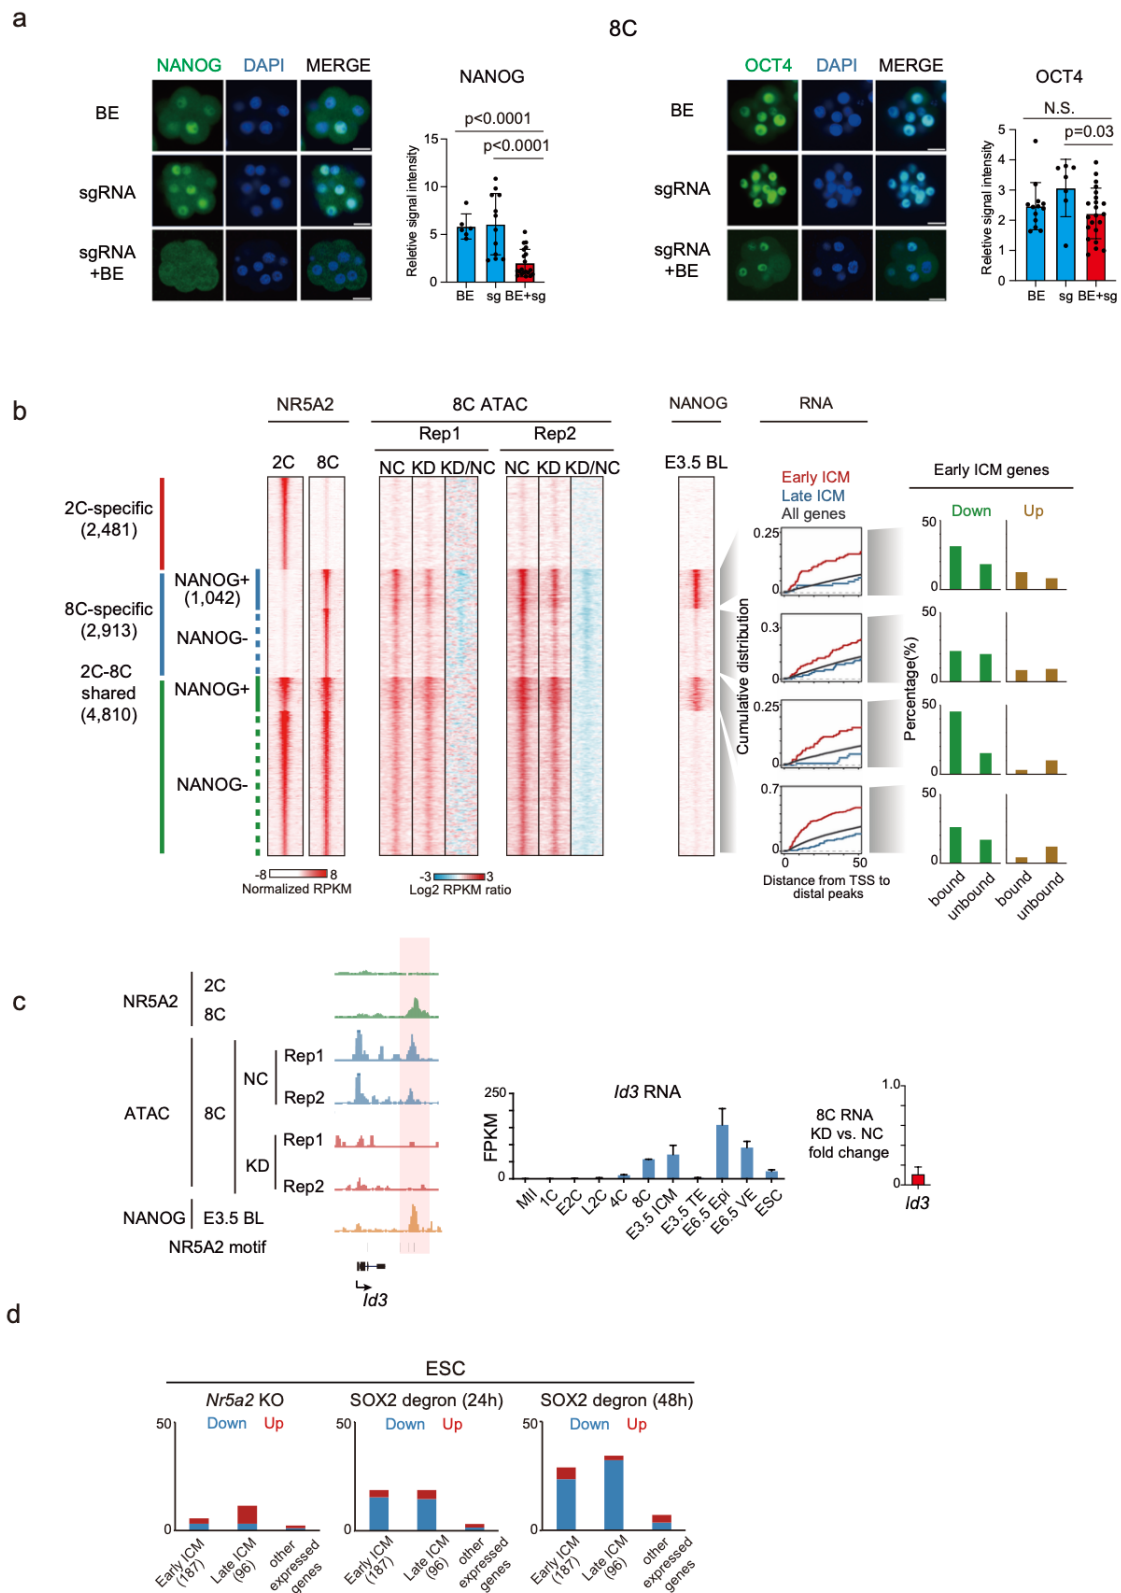

**Supplementary information, Fig. S8. NR5A2 regulates early ICM genes.** **a**, Immunofluorescence of NANOG (left) or OCT4 (right) (green), and DAPI (blue) in mouse 8C embryos after injection of *Nr5a2* sgRNA only, BE mRNA only, and both sgRNA and BE mRNA. Scale bar: 20  $\mu$ m. Quantification of NANOG (n = 4-6 embryos) and OCT4 (n = 4-7 embryos)

signal intensity (relative to DAPI) and *P* values (t-test, two-sided) are shown. Each dot represents a single blastomere. **b**, Heat maps showing NR5A2 binding in 2C and 8C embryos and NANOG binding in E3.5 blastocyst (left). Cumulative plots show the distances of early ICM, late ICM, and all genes to the nearest distal 8-cell NR5A2 binding peaks (middle). Bar charts show the percentages of bound and unbound promoters of down- and up-regulated genes. **c**, The UCSC genome browser view showing NR5A2, ATAC, and NANOG signals near the *Id3* gene (left). 

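*Id3* lies on chromosome 4 of mm9 from 135699412 to 135701670. In 8C embryos it was at 607.3 ± 106.9 FPKM in NC and 34.5 ± 29.1 FPKM in *Nr5a2* KD (SD, n = 2 libraries per group). The log2 fold change was -4.38 (standard error 0.512, adjusted p = 0.00243 from limma, and 0.00276 to 0.0125 over the alternatives). With each library left out in turn it was between -5.34 and -3.43, and both KD libraries lay below both NC libraries.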

Bar plot shows RNA expression (FPKM) across different stages (middle) and expression fold change (*Nr5a2* KD vs. control) in 8C embryos (right) for *Id3*. The error bars denote the standard deviations of two biological replicates of RNA-seq. **d**, Bar plots showing the percentages of down- and up-regulated genes among early, late ICM or other expressed genes in *Nr5a2* KO mESC (left), and SOX2-degron mESC after inducing SOX2 degradation for 24h (middle) or 48h (right).

# Supplementary material for: NR5A2 connects zygotic genome activation to the first lineage segregation in totipotent embryos
**Source:** Cell Res. 2023 Nov 7;33(12):952–66. doi: 10.1038/s41422-023-00887-z
**Supplement:** Supplementary file 9 — Supplementary Fig. S9

Figure S9

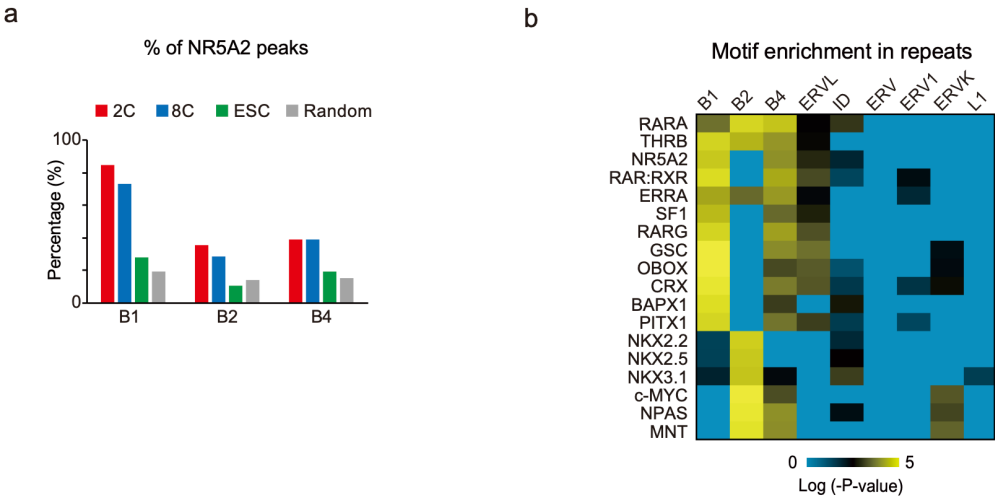

**Supplementary information, Fig. S9. NR5A2 binding sites in early embryos enrich for transposable elements. a,** Bar charts showing the percentages of NR5A2 peaks overlapped with B1, B2, and B4 repeats in 2C (red), 8C (blue), and ESC (green). Random peaks were shuffled and generated with lengths matched, and were similarly analyzed. **b,** Heat maps showing TF motif enrichment in different groups of repeats.

# Supplementary material for: NR5A2 connects zygotic genome activation to the first lineage segregation in totipotent embryos
**Source:** Cell Res. 2023 Nov 7;33(12):952–66. doi: 10.1038/s41422-023-00887-z
**Supplement:** Supplementary file 10 — Supplementary Fig. S10

Figure S10

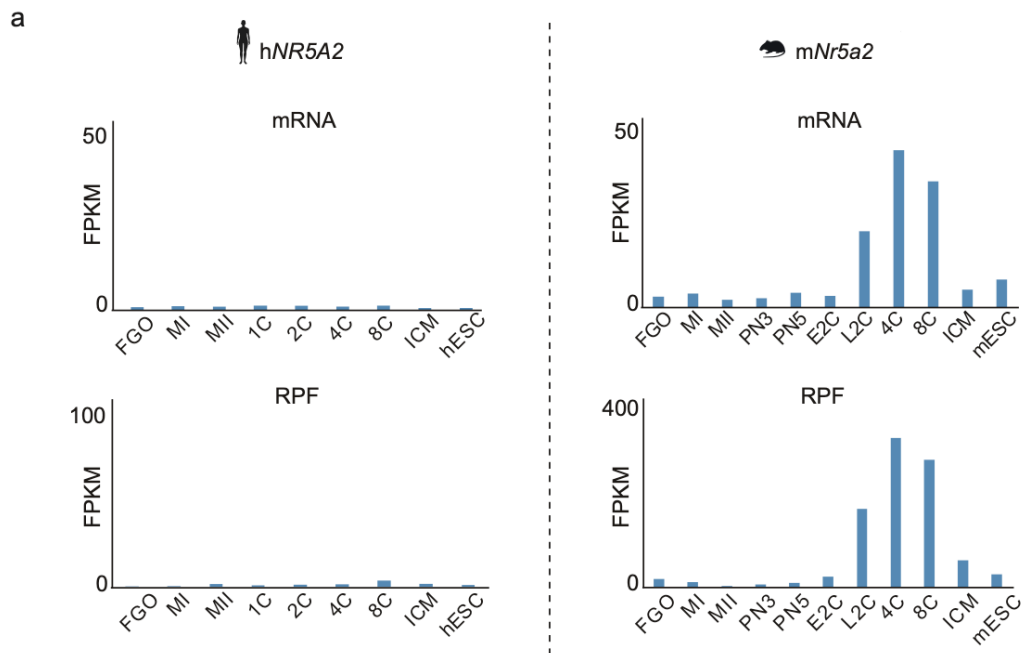

**Supplementary information, Fig. S10. *NR5A2* expression in human and mouse early embryos.** a, Bar charts showing *NR5A2/Nr5a2* mRNA levels from RNA-seq and ribosome-protected fragment (RPF, reflecting translation) levels from Ribo-seq in human (left) and mouse (right) early embryos.<sup>58, 59</sup>

How the deposited data were processed for this re-analysis (not part of the article)

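RNA-seq libraries of mouse embryos were analysed: 4KD and NC embryos at 4C and 8C, 3KD embryos and single KD embryos of *Nr5a2*, *Rarg*, *Nr1h3* and *Nr2c2* at 8C with NC groups of their own, *Nr5a2* KD and NC embryos at 2C (2 pools of embryos in each of these groups), and single embryos injected with BE, sgRNA or both at 2C and 8C (8, 8 and 14 per stage). Of 113 samples listed by the study, 92 with an FPKM file were used and 21 had no such file. Without FPKM values, those 21 and the reads that carry the edit were not analysed here.

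The authors trimmed the paired-end Smart-seq2 reads, mapped them to mm9 with TopHat 2.1.1 and made the deposited FPKM with Cufflinks 2.2.1 on the UCSC refFlat annotation, as their methods state. FPKM are scaled by transcript length and by the mapped fragments of the library, so they hold no read counts and the depth of a library is unknown. A relative depth was taken from the step between low FPKM values (under 0.5) against 15 reference libraries; it lay between 0.362 and 1.52, with the median of the 92 libraries set to 1. It gives no confidence interval and no lower limit of detection. No normalization between libraries is included in the files and none was added as the main setting.

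FPKM were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with the libraries of 1 experiment in 1 fit, genes with a mean FPKM of at least 1 in at least 1 group of the fit, eBayes with a trend and Benjamini-Hochberg adjustment over the genes tested. Genes at an adjusted p under 0.01 with a log2 fold change of at least 2 in size were counted, the limits of the paper's methods for edgeR. BE + sgRNA embryos were compared with the mean of the BE and the sgRNA group. Gene lists were tested with camera (limma, preset correlation 0.01, two-sided), with the median log2 fold change as the value, the SD within groups of a library's median of gene-centred values as its spread, and Benjamini-Hochberg adjustment over 23 list tests; a list was called at an adjusted p under 0.05. The lists were the paper's 4-8C, late 2C, early 2C and ICM genes (Table S1), its lower and higher genes in 8C 4KD embryos (Table S2) and its ZGA genes (Table S5). Late 2C genes that fall or rise at least 2-fold from 4C to 8C in the reference embryos of the paper, with a level of 5 FPKM, were used to look at developmental delay. Correlations across genes used the mean log2(FPKM + 1) of each group. Single values of 14 against 16 embryos were tested with 100000 permutations (two-sided, scipy 1.17.1 with Python 3.11.15).

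The comparisons, the lists, the alternatives and the rule for naming genes were set before the data were examined. The rule names every gene that the paper names for these data and, per comparison, at most the 5 genes with the largest change among those counted, with every treated library on 1 side of every control library and a mean FPKM of at least 5 in 1 group. The alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, median-ratio scaling, quantile normalization, eBayes without a trend, the replicate number as a block, only the 2 groups of a comparison in the fit, the BE or the sgRNA group alone as control, fry, camera with an estimated correlation, the limits drawn in Fig. S4a, those in the legend of Fig. S4, Spearman's rho and leaving out each library of a group of 2. After the data had been seen, 5 alternatives were added for the single embryos: without the library with the lowest FPKM sum, without libraries whose column names give the 4-cell stage, with the run of library numbers as a term (libraries with a 4-cell column name as a level of their own), and within the eBE run and within the BE4 run. For libraries whose column name gives no editor, the run was assigned from their library numbers. Lists of genes from the KD were compared in BE + sgRNA embryos with 10000 random lists. For each comparison of single embryos, 100 splits of the embryos (the real one included) were fitted.

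The fits were tested on simulated data with the spread of these libraries and 200 genes changed by 3 on the log2 scale. The changed genes were drawn from those with a mean log2(FPKM + 1) above 3. Noise was drawn for each gene on its own, without effects shared by a library. At the methods' limits 78% of them were recovered in the single KD design and 0 in the 2C KD design. In the design of 14 against 16 embryos, simulated at 8C only, 99% were recovered. The FPKM in Tables S2 to S5 were checked against the libraries. The siRNAs were searched by exact match in annotated transcripts of protein-coding genes only and placed on mm9 from there. The guide was searched by exact match in the mm9 genome.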

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

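Among the tests of this part, those on 8C sgRNA replicate 7, on 8C BE replicate 5 and within the BE4 run were chosen only after the result was seen.

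In the groups of 8 single embryos, 52 extreme values were compared with Dixon's 95% critical value, and 6 lay beyond it, where 2.6 are given by chance. They come from 2 libraries. 8C BE replicate 5 lists 9251 genes at an FPKM of at least 1, against 8338 to 8732 in the other BE embryos, and 46.0% of genes at 0, against 48.6% to 50.6%. Higher depth is argued against, since its relative depth of 1.12 lies within the 1.02 to 1.51 of the others. RNA from a second cell or embryo and the handling of the library stay open and were not tested, and no biological explanation was tested.

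8C sgRNA replicate 7 correlated with the other sgRNA embryos at a mean r of 0.848, against 0.903 to 0.926 for the others. *Nr5a2* was at 3.17 on the log2 scale, against 4.95 to 6.36, and *Pou5f1* at 3.34, against 6.51 to 8.21. Its correlation with the late 2C reference level was 0.603, against 0.401 to 0.474. Its relative depth of 0.883 lies within the 0.877 to 1.32 of the other sgRNA embryos, which argues against lower depth. An embryo at an earlier stage is a candidate explanation: the correlation was 0.753 with the 4C and 0.736 with the 8C reference level, the higher one being 4C in 1 of the 8 sgRNA embryos. A delayed embryo and one recorded under another stage are not separated by this test.

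The ICM genes of Table S1 were lower in 2C BE + sgRNA embryos; Fig. 2f does not plot these genes, and the paper's text does not name them for these embryos. By the paper's definition these genes are under an FPKM of 1 at stages before the ICM, and 43 of the 130 passed the filter. A high level in a control group thus helps decide which genes are tested, and how much this adds was not tested. The median log2 fold change of the 43 genes was -0.37, within the SD between embryos of 0.467. The unadjusted p from camera, with the preset correlation only, was 2.76e-09. In 4 of the 100 splits the shift of the median was as large. The median was -0.46 and -0.28 with the BE and the sgRNA group alone as control. A mislabelled control and a difference between the runs, each as the whole cause, are argued against: within the BE4 run, which holds neither 2C sgRNA replicate 8, whose column name gives the 4-cell stage, nor the other run, the median was -0.796 (SD 0.562). It was -0.408 without that replicate (SD 0.457) and -0.413 with the run as a term (SD 0.467), no smaller than with all libraries, though within the spread between embryos, and -0.32 within the eBE run (SD 0.444). An effect of editing and one of the sgRNA, for which the BE4 run has no control at 2C, stay open. In 2C KD pools the median was 0.52 over 39 genes (camera p = 0.186); the difference between KD and BE + sgRNA was not tested.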

How the results depend on the processing

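The 5 alternatives for single embryos that leave out libraries or use the run of library numbers were chosen only after the result was seen. Of 140 counts of changed genes under an alternative, 103 were within 1.5 times the reported count, 36 were larger and 1 was smaller. Of 238 list values, 198 kept their direction and their side of the threshold, 35 kept their direction and lost the threshold, and 5 changed direction. Of 191 values of single genes 180 kept both, 4 lost and 4 gained the threshold and 3 changed direction. Where not stated otherwise, the cause of a change was not tested.

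The thresholds moved the counts more than any other choice. With the limits drawn in Fig. S4a the counts were 580 and 753 for 4KD at 4C and 8C, 1569 for *Nr5a2*, 320 for *Rarg*, 233 for *Nr1h3* and 320 for *Nr2c2* KD at 8C, 527 for *Nr5a2* KD at 2C, 143 and 320 for BE + sgRNA at 8C and 2C, 530 for the difference between these stages, and 62 and 78 ZGA genes in KD and BE + sgRNA embryos. With the limits in the legend of Fig. S4 they were 107, 176, 270, 33, 22, 42, 83, 4, 8, 23, 13 and 3, in the same order. Both sets use an unadjusted p.

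At the methods' limits the count for *Nr5a2* KD at 8C was 0 with no filter on low values (16488 genes tested) and 112 at a mean FPKM of at least 5 (6409 genes tested). The other alternatives gave 47 to 97. The single KD of *Rarg*, *Nr1h3* and *Nr2c2* gave 1 gene each with eBayes without trend and 1 each with only the 2 groups in the fit, and *Nr2c2* KD gave 1 gene with pseudocount 0.1. For BE + sgRNA at 8C there was 1 gene without the library with the lowest FPKM sum. The difference between the stages gave 2 genes with quantile normalization, 1 without that library and 1 with the library set (run) as a term. For 4KD, BE + sgRNA at 2C and ZGA genes the count was 0, and for *Nr5a2* KD at 2C 2, under each alternative at the methods' limits.

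Among the lists, the calls depended most on how the correlation between genes was treated. Under fry and under camera with estimated correlation the 4-8C genes were no longer past the threshold in 4KD at 4C (-0.333) and 8C (-0.385), in *Nr1h3* KD (-0.304) and in BE + sgRNA at 8C (-0.195), and the late 2C genes were not in BE + sgRNA at 2C (0.228). The same holds for the lower and higher 4KD genes in *Rarg* KD (-0.304 and 0.237), *Nr1h3* KD (-0.212 and 0.209) and *Nr2c2* KD (-0.454 and -0.083), and for the higher ones in *Nr5a2* KD (0.936). Under fry alone it holds for 3KD without *Nr1h3* siRNA (-0.247), and with the estimated correlation alone for *Nr5a2* KD (-0.994) and for *Nr5a2* KD against the other single KDs (-0.595). The calls for 3KD without *Rarg* siRNA, without *Nr2c2* siRNA, 3KD without *Nr5a2* siRNA against the others and the lower 4KD genes in *Nr5a2* KD held under both.

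With a mean FPKM of at least 5 the 4-8C genes in 4KD at 4C were at -0.408 and the late 2C genes in BE + sgRNA at 2C at 0.282, neither past the threshold. For the 4-8C genes in BE + sgRNA at 8C, the replicate block turned the median to 0.002. It pairs embryos of the 3 groups by their number, though embryos with the same number did not deviate alike (median r = 0.012). BE + sgRNA replicates 9 to 14 have no control with their number. Without libraries with a 4-cell header the median was -0.072. With the library set as a term, which takes out the same libraries, it was -0.067. It was -0.024 with the eBE set alone and -0.216 with the BE4 set alone. None of these was past the threshold. The late 2C genes in BE + sgRNA at 2C were at 0.022 with the BE group alone as control and at 0.223 with the eBE set alone. Scaling turned the late 2C genes in KD at 2C to -0.013 (median-ratio) and -0.025 (quantile), the higher 4KD genes in *Nr2c2* KD to 0.222 and 0.216, and *Nr5a2* in 3KD without its siRNA to -0.126 and -0.122. Median-ratio scaling moved the median of all genes from -0.22 to 0.006 in *Nr5a2* KD at 8C, from -0.24 to 0.001 in *Nr2c2* KD and from 0.23 to 0.019 in *Nr5a2* KD at 2C, shifts of about the size of these changes. *Tdgf1* in BE + sgRNA at 8C was at 0.13 with the sgRNA group alone as control.

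Leaving out 1 library moved 19 of 92 list values by more than the spread between libraries. The 4-8C genes ranged from -0.691 to 0.054 in 4KD at 4C (0.054 without NC replicate 1), from -0.539 to -0.169 in 4KD at 8C (-0.169 without NC replicate 1), from -0.061 to 0.154 in 3KD without *Nr5a2* siRNA (-0.061 without NC replicate 1), from -0.488 to -0.403 without *Rarg* siRNA, from -0.302 to -0.119 without *Nr1h3* siRNA (-0.119 without its replicate 1), from -0.404 to -0.132 without *Nr2c2* siRNA (-0.132 without its replicate 2) and from 0.271 to 0.495 for 3KD without *Nr5a2* siRNA against the others. In single KDs they ranged from -0.969 to -0.789 for *Nr5a2*, from -0.531 to 0.016 for *Rarg* (0.016 without KD replicate 1), from -0.341 to -0.075 for *Nr1h3* (-0.075 without KD replicate 2), from -0.587 to -0.169 for *Nr2c2* (-0.169 without KD replicate 1) and from -0.723 to -0.463 for *Nr5a2* against the others. The late 2C genes in KD at 2C ranged from 0.092 to 0.272 (0.092 without NC replicate 1). The 4KD genes ranged from -1.843 to -1.57 (lower) and 0.721 to 1.156 (higher) in *Nr5a2* KD, from -0.567 to -0.052 (-0.052 without KD replicate 1) and -0.028 to 0.477 (-0.028 without KD replicate 2) in *Rarg* KD, from -0.232 to -0.189 and 0.088 to 0.298 (0.088 without KD replicate 1) in *Nr1h3* KD, and from -0.529 to -0.357 and -0.328 to 0.255 (0.255 without KD replicate 2) in *Nr2c2* KD.

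The correlation across genes at 2C was 0.889, 0.962 and 0.924 for KD and 0.951, 0.982 and 0.957 for BE + sgRNA embryos with pseudocount 0.1, no filter on low values and Spearman rho, and ranged from 0.904 to 0.925 for KD with 1 library left out. The relative depth of the 2C NC pools was 0.563 and 0.747 and that of the KD pools 0.848 and 1.06; whether this difference changes the 2C comparison was not tested.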

Differences from the paper's values

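Among the tests of this part, the comparison of lower and higher genes taken together, made for Table S2 at 4C and for Table S4, was chosen only after the result was seen; the alternatives are those set before the data were examined.

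For *Nr5a2* KD at 8C the paper's text gives 976 lower and 806 higher genes, against 68 and 2 here. Of the alternatives set before the data were examined, only the limits drawn in Fig. S4a came within 1.5 times of the paper's lower genes, with 1214; for the higher genes they gave 355, and none closed the gap. At 2C the paper's text gives 128 lower and 115 higher genes, against 1 and 1 here. The limits drawn in Fig. S4a gave 82 and 445 and those in its legend 11 and 72, and none closed the gap. Throughout this part, both sets of limits were applied only without scaling between libraries. In *Nr5a2* KD the median of all genes was then -0.22 at 8C and 0.23 at 2C. The limits were not combined with median-ratio scaling or quantile normalization, so whether such a combination closes a gap stays open. For ZGA genes the paper's numbers are 36 lower and 24 higher in KD embryos and 19 lower and 13 higher in BE KO embryos, against 0 in each case here (67 and 161 genes at an unadjusted p under 0.05). The limits drawn in Fig. S4a gave 16, 46, 23 and 55, of which 23 is within 1.5 times of the paper's 19; for the other 3 none closed the gap.

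The paper's tables list fewer genes than its text for *Nr5a2* KD at 8C and at 2C. Table S3 holds the paper's 604 lower and 474 higher genes for *Nr5a2* KD, against 68 and 2 here; the limits drawn in Fig. S4a gave 1214 and 355, the latter within 1.5 times, and none closed the gap for the lower genes. For *Rarg* KD the paper's Table S3 holds 72 and 112 genes, for *Nr1h3* KD 120 and 90 and for *Nr2c2* KD 75 and 103, against 0 in each case here (382, 297 and 426 at an unadjusted p under 0.05). The limits drawn in Fig. S4a gave 169 and 151, 114 and 119, and 256 and 64. Of these, 151, 114 and 119 are within 1.5 times of the paper's numbers, and none closed the gap for the lower genes of *Rarg* KD and for *Nr2c2* KD. Table S4 holds the paper's 204 genes for *Nr5a2* KD at 2C, lower and higher together, against 2 here; the limits drawn in Fig. S4a gave 527 and those in its legend 83, and none closed the gap for this sum. By direction, the limits drawn in Fig. S4a gave 82 lower genes, within 1.5 times of the 93 in the paper's Table S4. Table S2 holds the paper's 168 genes for 4KD at 4C, lower and higher together, against 0 here (610 at an unadjusted p under 0.05); the limits drawn in Fig. S4a gave 580 and those in its legend 107, and none closed the gap for this sum. By direction, the limits in the legend gave 74 lower genes, within 1.5 times of those in the paper's table. At 8C it holds the paper's 280 lower and 173 higher genes, against 0 here (784 at an unadjusted p under 0.05); the limits drawn in Fig. S4a gave 438 and 315 and those in its legend 113 and 63, and none closed the gap. Of the genes in Table S3 for *Nr5a2* KD, 584 of the 604 lower and 160 of the 474 higher ones were called with the limits drawn in Fig. S4a, and 49 and 2 with the methods' limits.

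The correlation of NC and KD at 2C is about 0.89 in Fig. 2g, read by eye, and 0.941 here. With a pseudocount of 0.1 it was 0.889. With no filter on low values (0.962), median-ratio scaling (0.941) and Spearman's rho (0.924) it differed from the paper's value. In *Nr5a2* KD embryos at 8C the level of *Nr5a2* is about 2 FPKM in Fig. 1c, read by eye, and 11.2 FPKM here; with median-ratio scaling it was 12.8 FPKM, and with 1 library left out 9.65 and 12.8 FPKM, so none closed the gap.

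The paper gives *Oct4*, *Gata6*, *Fgfr1*, *Tead4*, *Tfap2c* and *Gata3* as downregulated in *Nr5a2* KD embryos and as bound by NR5A2. For OCT4, GATA6 and TEAD4 it also measured the protein by immunofluorescence, and neither protein nor binding was compared here. The log2 fold changes of these transcripts here were -1.68, -1.92, -1.91, -1.06, -0.72 and -0.90, in that order. The adjusted p from limma were 0.0868, 0.0621, 0.0888, 0.237, 0.419 and 0.489. With the replicate block the adjusted p of *Gata6* was 0.0227, in a range of 0.0227 to 0.142 over its alternatives; for the others the smallest over the alternatives was 0.0724, 0.0866, 0.194, 0.362 and 0.348. The paper gives *Nr5a2* KD as the sole single KD with a failed activation of the 4-8C genes, while these were past the threshold in *Nr1h3* KD here (median -0.30, adjusted p = 0.0164, in a range of 0.00947 to 0.472), though not under fry or with the estimated correlation. Fig. 2c shows the 4C genes of BE KO embryos below both controls at 8C. Here their median log2 level was 3.82 in BE + sgRNA, 3.99 in BE and 3.42 in sgRNA embryos, and that of the 8C genes 2.62, 3.09 and 2.82. The paper describes a weaker effect at 2C than at 8C for BE KO embryos too. Here 1444 of 12420 genes at 2C and 1058 of 9760 at 8C had an unadjusted p under 0.05, and 0 genes differed in the effect between the stages (1258 at an unadjusted p under 0.05).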

Other observations

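Among the tests of this part, the splits for counts at an unadjusted p under 0.05, for the genes lower in *Nr5a2* KD, for the early 2C genes, for the controls and for the runs of library numbers, the run as a term for the 4-8C genes at 8C, the early 2C genes and the BE4 run alone for the 4-8C genes at 2C, the delay measure without single libraries, and the depth of 8C BE + sgRNA replicate 8 were chosen only after the result was seen.

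Late 2C genes that fall from 4C to 8C in the reference had a median log2 fold change of 0.17 in *Nr5a2* KD embryos at 8C, and those that rise one of -0.57. The difference of their medians per library was higher in KD than in NC by 0.738, with an SD within groups of 0.236, as developmental delay would give. A delay of the KD embryos may thus be part of their changed transcription, and whether it is a cause or a result of the lower 4-8C genes was not tested. The same measure was 0.48 in 8C 4KD embryos, -0.079 in 3KD embryos without *Nr5a2* siRNA and 0.46, 0.16 and 0.42 in those without *Rarg*, *Nr1h3* and *Nr2c2* siRNA. It was 0.31, 0.39 and 0.20 in *Rarg*, *Nr1h3* and *Nr2c2* KD embryos, and 0.52 in 8C BE + sgRNA embryos with an SD of 0.652. Without BE + sgRNA replicates 13 and 14, whose column names give the 4-cell stage, it was 0.30 there (SD 0.551), and without sgRNA replicate 7 as well it was 0.43 (SD 0.41).

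The genes lower in *Nr5a2* KD at 8C were lower in 94.1% of cases in 8C BE + sgRNA embryos, which argues against different controls giving different genes. The median shift of these genes was as large in 3 of the 100 splits of the 8C embryos. At 2C it was as large in 44 of the 100 splits. Without the 2 libraries whose column names give the 4-cell stage the median at 8C was -0.46, and without BE + sgRNA replicate 8 it was -0.37.

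A stop codon in the *Nr5a2* transcript can lower its level through decay. The log2 fold change at 8C was 0.207 with a standard error of 0.247, and between 0.02 and 0.394 over the alternatives. These values argue against a large decrease of the mean level. A small decrease from the stop codon and no change cannot be told apart at this spread.

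With 0 genes changed between BE + sgRNA embryos and controls, all 100 of the 100 splits gave as many at 8C, at 2C and for the difference between the stages. The number of genes at an unadjusted p under 0.05 was as large in 5 of the 100 splits at 8C, in 6 at 2C and in 15 for the difference between the stages. The shift of the 4-8C genes at 8C was as large in 44 splits, that of the late 2C genes at 2C in 37, that of the early 2C genes at 8C (median 0.59) in 7 and that of the ICM genes at 8C (median -0.12) in 47.

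The BE and sgRNA groups differed in 0 genes at 8C (775 at an unadjusted p under 0.05) and in 0 at 2C (984 at an unadjusted p under 0.05), a count that is also 0 for BE + sgRNA against both. Small effects of either injection alone therefore stay open with this count (0 genes). In simulated data 14 against 16 embryos at 8C recovered 198 of 200 genes with a log2 fold change of 3. This argues against changes of that size in many genes at 8C, though 8 against 8 embryos were not simulated. The median of all genes was 0.31 between the controls at 8C and 0.27 at 2C. Of the 100 splits, 100 gave as many changed genes at either stage, and 9 at 8C and 29 at 2C gave as many genes at an unadjusted p under 0.05.

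The runs of library numbers differed in 22 genes at 8C, and only the real one of the 100 splits gave as many, both for this count (1) and for the 4514 genes at an unadjusted p under 0.05 (1). At 2C 0 genes differed (100 of the 100 splits), and 2047 genes were at an unadjusted p under 0.05 (6 of the 100 splits); the early 2C genes had a median difference of -1.20 between the runs there. In 8C BE + sgRNA embryos the 4-8C genes had a median of -0.072 without the 2 libraries whose column names give the 4-cell stage and of -0.067 with the run as a term, which takes out the same libraries. Most of the change from -0.20 thus comes with those 2 libraries, and whether the run has a part in the rest cannot be told apart from the spread between embryos. Within the BE4 run the 4 sgRNA libraries at 8C have FPKM sums of 207918 to 268257, against 428014 to 466564 in the eBE run. The run goes with the editor in these libraries, so the 2 are not separated.

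8C BE + sgRNA replicates 13 and 14, whose column names give the 4-cell stage, correlated with the 4C reference level at 0.87 and 0.835 and with the 8C level at 0.77 and 0.81, so a mislabelled sample is a candidate explanation. Replicate 11, whose column name gives the 8-cell stage, was also slightly closer to 4C (0.774) than to 8C (0.77). Its falling minus rising late 2C genes were at 1.241, near the 1.277 of replicate 14. A delayed embryo and a mislabelled one are therefore not separated here. For 2C sgRNA replicate 8 the correlation with the 4C level was 0.756, within the 0.44 to 0.794 of the other sgRNA embryos, and with the 8C level 0.767, above their 0.271 to 0.58. Its early 2C genes had a median of 0.206 FPKM, against 31.9 FPKM in the others. Whether this library is mislabelled cannot be told apart from an embryo ahead in development by the 4C correlation alone. 8C BE + sgRNA replicate 8, with the lowest FPKM sum (83392), has a relative depth of 0.535, against 1.03 to 1.52 in the other BE + sgRNA embryos. Lower depth as the whole cause of the low sum is argued against, since 4 libraries of pooled embryos with a lower relative depth (0.362 to 0.524) have FPKM sums of 475234 to 556462. Other causes of the low sum were not tested.

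In 2C BE + sgRNA embryos the 4-8C genes were lower than in the controls. Fig. 2f plots the 4C and the 8C genes of these embryos, and the paper's text names no difference for them. The median log2 fold change was -0.58 over the 30 genes that passed the filter (camera p = 1.18e-12), with an SD between embryos of 0.352. It was -0.62 with median-ratio scaling, -0.51 with quantile normalization, -0.45 and -0.63 with the BE and the sgRNA group alone as control, and -0.61 with the replicate block. In 1 of the 100 splits of the 2C embryos, the real one, the shift was as large. A mislabelled control as the whole cause is argued against, because without 2C sgRNA replicate 8 the median was -0.50 (SD 0.392). A difference between the runs of library numbers as the whole cause is argued against by -0.44 with the run as a term (SD 0.352), which also takes out that library, and by -0.67 within the BE4 run (SD 0.551), which has no sgRNA library at 2C. Within the eBE run it was -0.35, less than the SD of 0.451. These genes are near the floor at 2C, with a median of 0.241 FPKM in BE + sgRNA, 0.749 in BE and 0.717 in sgRNA embryos. The filter keeps a gene when any group reaches a mean FPKM of 1. So near the floor the level in a control group helps decide which genes are tested (24 genes without 2C sgRNA replicate 8). How much this adds to the shift was not tested. BE + sgRNA embryos at an earlier point of the 2-cell stage and an effect of editing *Nr5a2* cannot be told apart: the early 2C genes had a median log2 fold change of 0.46 with an SD of 1.232, of -0.27 against BE and of 1.18 against sgRNA embryos, and 29 of the 100 splits gave a shift as large. The runs went opposite ways, with 1.144 (SD 0.897) within the eBE run, where the 4-8C genes moved least, and -0.949 (SD 1.259) within the BE4 run, where they moved most. In 2C KD pools the 4-8C genes were at 0.428 FPKM against 0.355 FPKM in NC, the other direction.

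In 8C BE + sgRNA embryos *Nanog* was at 4.36 FPKM on average, against 15.9 FPKM in BE and 11.3 FPKM in sgRNA embryos, a log2 fold change of -1.40 (adjusted p = 0.217 from limma; permutation test, p = 0.00325). *Pou5f1* changed by -0.55 (adjusted p = 0.68 from limma; permutation test, p = 0.208), *Tdgf1* by -0.60 (0.769 and 0.353) and *Id3* by -1.08 (0.359 and 0.0346). In *Nr5a2* KD embryos at 8C *Satb1* changed by -2.20 (adjusted p = 0.0105 from limma), *Rangap1* by 0.10, *Esrrb* by 0.049 and *Cdx2* by -0.77, none of these 3 past an adjusted p of 0.05. *Cdx2* was listed at 0 in both KD libraries and *Sox2* was near 0 in both groups. At 2C the *Zscan4* genes of the files changed by -0.49 to 0.28 in KD and by -0.33 to -0.019 in BE + sgRNA embryos. The early 2C genes were higher in *Rarg* KD embryos at 8C by a median of 0.91 (adjusted p = 6.26e-09 over the tests of stage lists), in *Nr2c2* KD embryos by 0.57 (6.2e-11), in 8C 4KD embryos by 0.40 (0.00301) and in 8C BE + sgRNA embryos by 0.59 (0.000634). The SD between libraries was 0.777 in the single KDs, 0.337 in the 4KD experiment and 0.799 in the single embryos, and in *Nr5a2* KD embryos the median was 0.21 (adjusted p = 0.097).

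In Table S2 the FPKM under NC replicates 1 and 2 at 4C, and under replicates 1 and 2 of NC and KD at 8C, equal those of the libraries with the other replicate number, as do those of the 2C KD replicates in Tables S4 and S5. Of the 72 lower genes of *Rarg* KD in Table S3, 71 hold the FPKM of another gene. Table S5 holds 1167 genes, fewer than the number in the text.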
